# Mitochondrial supercomplex assembly promotes breast and endometrial tumorigenesis by metabolic alterations and enhanced hypoxia tolerance

**DOI:** 10.1038/s41467-019-12124-6

**Published:** 2019-09-11

**Authors:** Kazuhiro Ikeda, Kuniko Horie-Inoue, Takashi Suzuki, Rutsuko Hobo, Norie Nakasato, Satoru Takeda, Satoshi Inoue

**Keywords:** Metabolomics, Breast cancer, Endometrial cancer

## Abstract

Recent advance in cancer research sheds light on the contribution of mitochondrial respiration in tumorigenesis, as they efficiently produce ATP and oncogenic metabolites that will facilitate cancer cell growth. Here we show that a stabilizing factor for mitochondrial supercomplex assembly, COX7RP/COX7A2L/SCAF1, is abundantly expressed in clinical breast and endometrial cancers. Moreover, COX7RP overexpression associates with prognosis of breast cancer patients. We demonstrate that COX7RP overexpression in breast and endometrial cancer cells promotes in vitro and in vivo growth, stabilizes mitochondrial supercomplex assembly even in hypoxic states, and increases hypoxia tolerance. Metabolomic analyses reveal that COX7RP overexpression modulates the metabolic profile of cancer cells, particularly the steady-state levels of tricarboxylic acid cycle intermediates. Notably, silencing of each subunit of the 2-oxoglutarate dehydrogenase complex decreases the COX7RP-stimulated cancer cell growth. Our results indicate that COX7RP is a growth-regulatory factor for breast and endometrial cancer cells by regulating metabolic pathways and energy production.

## Abstract (web summary)

Cancer cells rely on mitochondrial respiration to satisfy their metabolic demands. Here the authors show that the mitochondrial supercomplex assembly factor COX7RP is abundantly expressed in breast and endometrial cancer cells and promotes tumor growth and hypoxia tolerance partially by altering levels of the tricarboxylic acid cycle intermediates.

## Introduction

Breast and endometrial cancers are well-known endocrine-related cancers in which estrogen is a stimulant for the initiation and promotion of tumor growth. We have previously identified an estrogen-responsive gene, *COX7RP/COX7A2L/SCAF1*, by genomic binding site cloning and named it after its similarity with cytochrome *c* oxidase subunit 7a^1^. Functional studies performed by us and other groups have shown that COX7RP is a nuclear DNA-encoded mitochondrial gene that can promote respiratory supercomplex assembly, and is critical for mitochondrial respiration and the optimized use of available substrates^2–5^. Furthermore, *Cox7rp*-deficient or *COX7RP*-transgenic mouse models have revealed that this molecule has an important role in muscle activity as well as adaptive thermogenesis in vivo^2^. Today, the physiological relevance of COX7RP in supercomplex formation is widely accepted, although its precise functions in various tissues and diseases remain elusive.

In the biology of rapidly growing tumors, metabolic demand is often elevated, thus a more-efficient energy source is required for continuous growth. Although aerobic glycolysis, or Warburg effect^6,7^, has been assumed as a prototypic characteristics of cancer cells for years, recent cancer studies provide evidence that mitochondrial respiration has important roles in tumorigenesis. For example, various tumor cells including pancreatic cancer^8,9^, breast cancer^10^, and acute myelogenous leukemia^11^ cells have been shown to rely on mitochondrial respiration. In addition, metabolic pathways or processes associated with mitochondria such as glucose metabolism, lipogenesis, amino-acid metabolism, and nucleotide biosynthesis are found to contribute to tumor progression^12^. Not just as a powerhouse for ATP production, mitochondria will generate oncogenic metabolites such as 2-oxoglutarate and succinate, which can alter epigenetic states of cancer cells^13,14^. Mitochondria also generate reactive oxygen species (ROS), which will consequently facilitate DNA mutations and tumor progression^15^.

We question whether COX7RP also contributes to the biology of estrogen-dependent tumors. In the present study, we investigate the clinical relevance and the pathophysiological roles of COX7RP in breast and endometrial cancers. Knockdown and overexpression studies of COX7RP in estrogen-sensitive breast and endometrial cancer cells show that this molecule facilitates cell proliferation and cell cycle promotion, particularly in hypoxic environments, by increasing cytochrome *c* oxidase (COX) activity and mitochondrial energy production. Moreover, COX7RP modulates metabolic pathways in cancer cells. Our results reveal the relevance of mitochondrial respiration in an estrogen-sensitive cancer system, which is particularly enhanced in tumor microenvironments with reduced oxygen availability.

## Results

### Overexpression of COX7RP in breast and endometrial cancers

To investigate the clinical relevance of COX7RP in breast cancer, we evaluated *COX7RP* mRNA expression in cancerous and non-cancerous mammary tissues from 40 individuals. The mean level of *COX7RP* mRNA expression in tumors was significantly higher than that in normal regions (Fig. 1a). Next, we performed immunohistochemical staining in tumors and normal tissues using an antibody specific for COX7RP, which is an affinity-purified rabbit IgG generated from the serum of rabbits immunized with the C-terminal 14 amino-acid peptide of COX7RP conjugated with keyhole limpet hemacyanin. In breast tumor tissues with positive COX7RP staining, its immunoreactivity was generally more intense as compared with normal mammary tissues, in which the immunoreactivity was predominantly localized in epithelial cells (Fig. 1b). COX activity in breast cancer tissues was also assessed by COX staining using frozen tissue sections (Fig. 1c). A positive correlation was observed between COX7RP immunoreactivity and COX enzymatic staining (Fig. 1d). In a clinicopathological study evaluating the association between COX7RP immunoreactivity and various variables in 168 breast carcinomas, COX7RP immunoreactivity was significantly associated with lymph node status (*P* = 0.003, *χ*^2^ test), ERα status (*P* = 0.01, *χ*^2^ test), or ERα-labeling index (*P* = 0.0004, *χ*^2^test) (Supplementary Table 1). Subjects with COX7RP-positive tumors showed significantly poorer disease-free and breast cancer-specific survivals than those with COX7RP-negative tumors (Fig. 1e, f). Moreover, this correlation was also observed in breast cancer patients treated with tamoxifen (Fig. 1g, h). Univariate analysis indicated that factors including lymph node status, HER2 status, histological grade, COX7RP immunoreactivity, and ERα status were correlated with poor breast cancer-specific survival (Supplementary Table 2). A multivariate analysis revealed that lymph node status, histological grade, COX7RP immunoreactivity, and ERα status were independent prognostic factors with *P* values < 0.05 (Cox proportional hazard model).

**Fig. 1:**
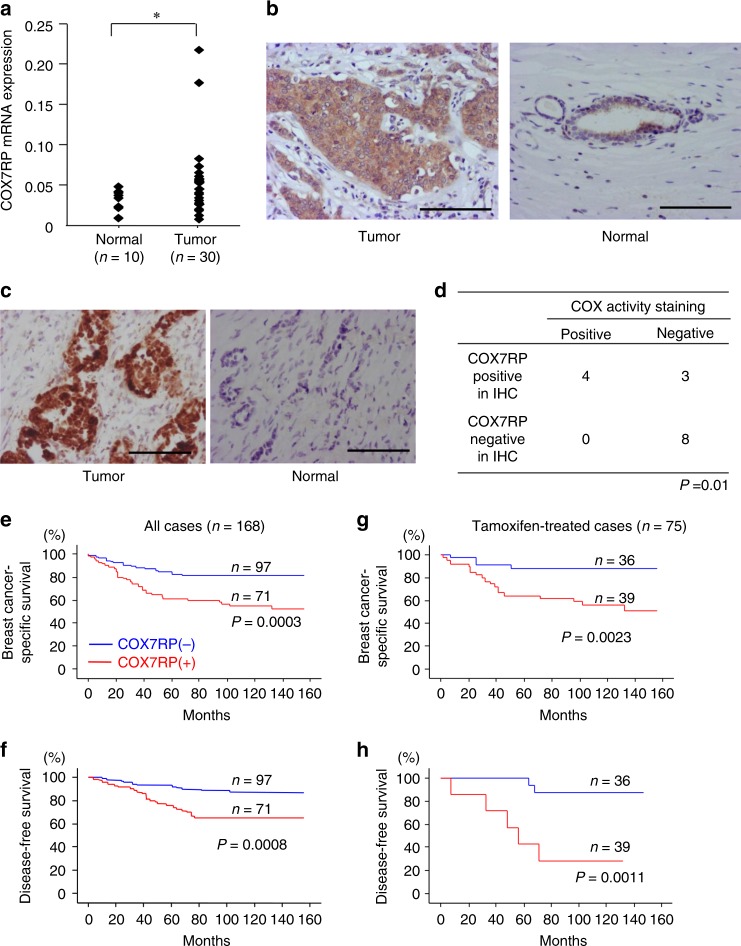
Increased expression of COX7RP in breast cancer. **a** Quantitative RT-PCR analysis of *COX7RP* mRNA expression in breast cancer (*n* = 30 specimens) and normal mammary samples (*n* = 10 specimens). *P < 0.05 for normal versus tumor samples. **b** Sections of human breast cancer tissues and normal mammary glands were immunohistochemically stained for COX7RP. **c** Sections of human breast cancer tissue and normal mammary gland were stained for COX activity. Scale bar, 100 μm. **d** Positive correlation between signals for COX7RP immunohistochemistry and COX activity staining in human breast cancer samples (*n* = 10 specimens). IHC, immunohistochemistry. **e**–**h** Breast cancer-specific survival **e**, **g** and disease-free survival **f**, **h** of clinical breast cancer patients. All cases **e**, **f** and patients with tamoxifen treatment **g**, **h** were analyzed using Kaplan–Meier method

We also investigated COX7RP expression in clinical endometrial cancer samples. Substantial COX7RP immunoreactivities were detected in endometrial tumors (Supplementary Fig. 1a), whereas rather weak immunoreactivities were observed in normal glandular epithelial regions (Supplementary Fig. 1b). Some of the tumor samples exhibited higher *COX7RP* mRNA levels and the mean levels were significantly higher in tumors than in normal regions (Supplementary Fig. 1c). These results indicate that COX7RP expression could have clinical relevance in estrogen-related breast and endometrial cancers.

### COX7RP promotes breast and endometrial cancer growth

We next asked whether COX7RP contributes to estrogen-mediated breast cancer growth. As a first step, we investigated the role of COX7RP in estrogen-dependent growth of MCF7 cells. Western blot analysis revealed that COX7RP protein levels were upregulated by 17β-estradiol (E_2_) and substantially repressed by a COX7RP-specific siRNA (siCOX7RP #1) in cultured MCF7 cells (Fig. 2a, d). DNA synthesis increased following the treatment of MCF7 cells with E_2,_ whereas siCOX7RP #1 significantly repressed the estrogen-dependent DNA increase. Estrogen treatment also increased COX activity (Fig. 2b) and mitochondrial ATP synthesis (Fig. 2c) in MCF7 cells, both of which were repressed by siCOX7RP #1 or by another siRNA targeting COX7RP (siCOX7RP #2) (Supplementary Fig. 2). In terms of subunits for mitochondrial respiratory complex IV (COX1 and COX4) and complex III (Rieske iron–sulfur protein, RISP), estrogen did not show apparent influence on the protein levels of these subunits (Fig. 2d). These siRNAs targeted COX7RP also repressed COX activity and mitochondrial ATP synthesis in endometrial cancer Ishikawa cells. Namely, estrogen increased COX7RP protein expression and growth and siCOX7RP #1 decreased estrogen-dependent growth (Supplementary Fig. 3a). Estrogen treatment also increased COX activity (Supplementary Fig. 3b) and mitochondrial ATP synthesis (Supplementary Fig. 3c) in Ishikawa cells, both of which were repressed by siCOX7RP #1. siCOX7RP #2 also impaired the estrogen-dependent increase in tumor growth, COX activity, and mitochondrial ATP synthesis in Ishikawa cells (Supplementary Fig. 4). These results indicate that COX7RP stimulates the growth of MCF7 and Ishikawa cells through the upregulation of COX activity and ATP production.

**Fig. 2:**
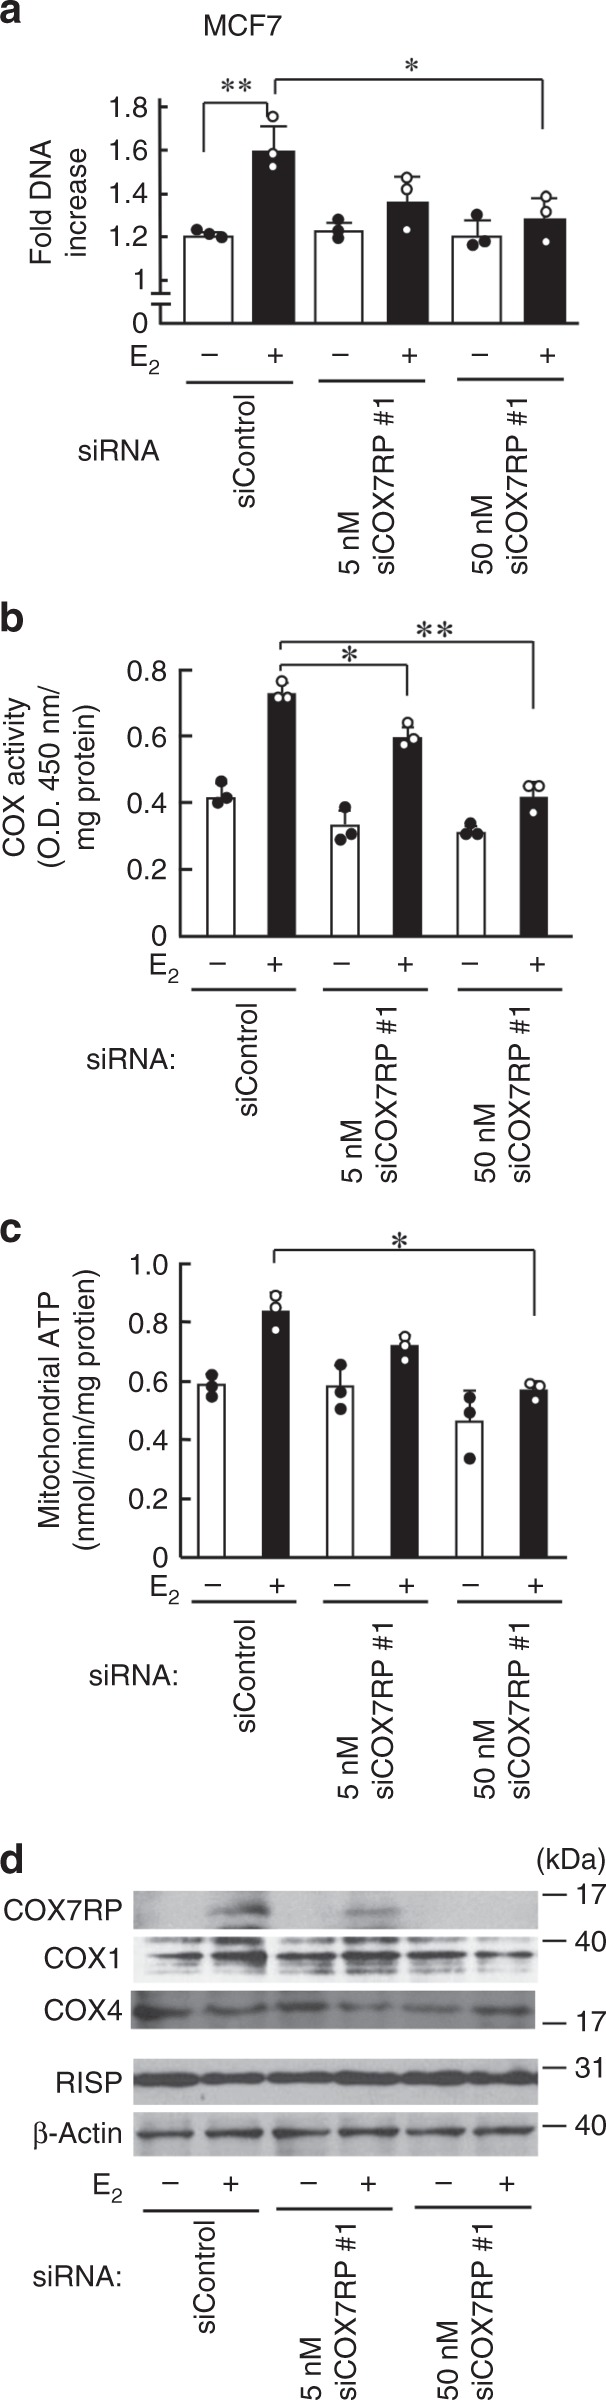
Inhibition of COX7RP expression suppresses estrogen-induced cell proliferation and ATP production in MCF7 cells. **a** siCOX7RP attenuates hormone-dependent growth of MCF7 cells. MCF7 cells were transfected with siCOX7RP or siControl for the indicated times and cell growth was estimated by the DNA amount. **b** Silencing of COX7RP decreases COX activity. COX activity was assessed in MCF7 cells treated with siCOX7RP or siControl. **c** Silencing of COX7RP decreases ATP production. ATP production in mitochondria was assessed in MCF7 cells treated with siCOX7RP or siControl. Data are presented as means ± SD (*n* = 3 independent experiments). *P < 0.05, **P < 0.01, Student’s *t* test. **d** siCOX7RP attenuates estrogen-induced COX7RP expression. Cell lysates were subjected to western blotting using antibodies for COX7RP, COX1, COX4, RISP, and β-actin. Source data are provided as a Source Data file

Considering that the elevation of COX7RP expression was implicated in the acceleration of breast cancer cell growth, we further tested whether COX7RP overexpression was sufficient to promote the proliferation of cancer cells in vivo. For this purpose, stable MCF7 cell lines ectopically expressing FLAG-tagged COX7RP (COX7RP-MCF7 #22 and #33) or FLAG expression vector (vector-MCF7 #1 and #2) were generated (Fig. 3a). COX7RP-MCF7 cells showed an increase in COX activity and ATP production in mitochondria (Supplementary Fig. 5). We implanted parental MCF7 cells, vector-transfected, or COX7RP-expressing MCF7 cells into ovariectomized female athymic mice. Mice with parental MCF7 cells were treated with E_2_ or vehicle, and mice with MCF7 transfectants were treated with vehicle alone. The tumor volume in mice bearing COX7RP-MCF7 cells was significantly larger as compared with mice bearing vector-MCF7 cells, almost reaching the volume of parental MCF7 cell-derived tumors treated with E_2_ by 8 weeks (Fig. 3b, c). Thus, COX7RP-MCF7 cells acquired an ability to grow independent of estrogen.

**Fig. 3:**
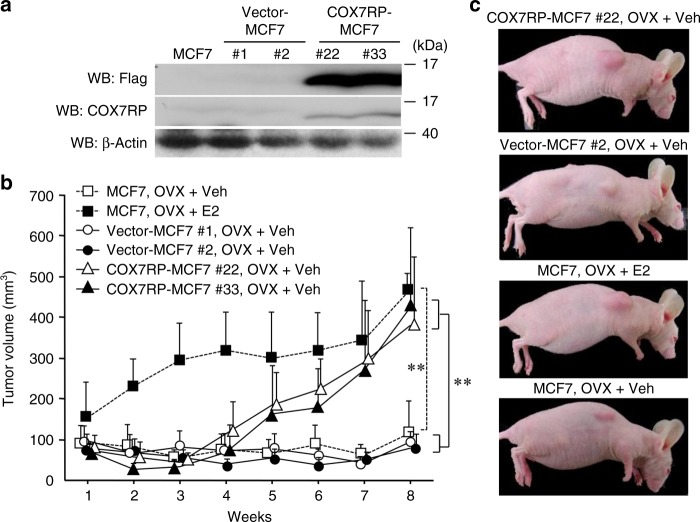
COX7RP promotes estrogen-independent tumor growth of MCF7 cells. **a** Generation of MCF7 cells stably expressing COX7RP (COX7RP-MCF7 #22 and #33) or control vector (vector-MCF7 #1 and #2). MCF7 cells were transfected with Flag-tagged COX7RP or empty vector and selected in medium containing G418. Western blot analysis was performed with anti-Flag, anti-COX7RP, and β-actin antibodies. **b**, **c** Tumor growth without gonadal estrogen was observed in ovariectomized (OVX) nude mice bearing COX7RP-MCF7 cells. Ovariectomized athymic mice were inoculated with MCF7-derived cells and administrated with or without 1 μg/kg E_2_ or vehicle (Veh) twice a week for 8 weeks, and the tumor volumes (mm^3^) were calculated. Data are presented as means ± SD (*n* = 5 animals). **, *P* < 0.01 for MCF7 with OVX + vehicle versus MCF7 with OVX + E_2_, and vector-MCF7 #1 and #2 with OVX + Veh versus COX7RP-MCF7 #22 and #33 with OVX + Veh (two-way analysis of variance). Source data are provided as a Source Data file

Subsequently, we determined the effect of COX7RP knockdown on MCF7 tumor growth in a xenograft model using athymic mice. MCF7 cells were implanted into the flanks of athymic female mice and then they were injected with siCOX7RP #1 or control siRNA (siControl). Western blot analysis showed that COX7RP protein levels were substantially reduced in MCF7 cell-derived tumors obtained from athymic mice continuously treated with siCOX7RP #1 (Fig. 4a). Notably, tumor growth was significantly reduced in mice treated with siCOX7RP #1, as compared with mice treated with siControl (Fig. 4b, c). siCOX7RP #1 was also used in the xenograft model with tamoxifen-resistant breast cancer cells (OHTR), which were established from parental MCF7 cells by long-term 4-hydroxytamoxifen (OHT) treatment. The siCOX7RP #1 injection decreased COX7RP protein levels (Fig. 4d) and tumor formation (Fig. 4e, f) of OHTR cell-derived tumors as compared with mice with siControl. Similarly, we generated Ishikawa cells stably expressing COX7RP (COX7RP-Ishikawa #1 and #28) and vector (vector-Ishikawa #9 and #10) (Supplementary Fig. 6a). COX7RP overexpression elevated COX activity and ATP production in Ishikawa cells (Supplementary Fig. 7a, b). COX7RP-Ishikawa cells formed significantly larger tumors in athymic female mice than vector-Ishikawa cells (Supplementary Fig. 6b, c). siCOX7RP #1 decreased COX7RP protein levels in tumor tissues and decreased tumor formation of the Ishikawa cell-derived xenograft model using athymic mice (Supplementary Fig. 8).

**Fig. 4:**
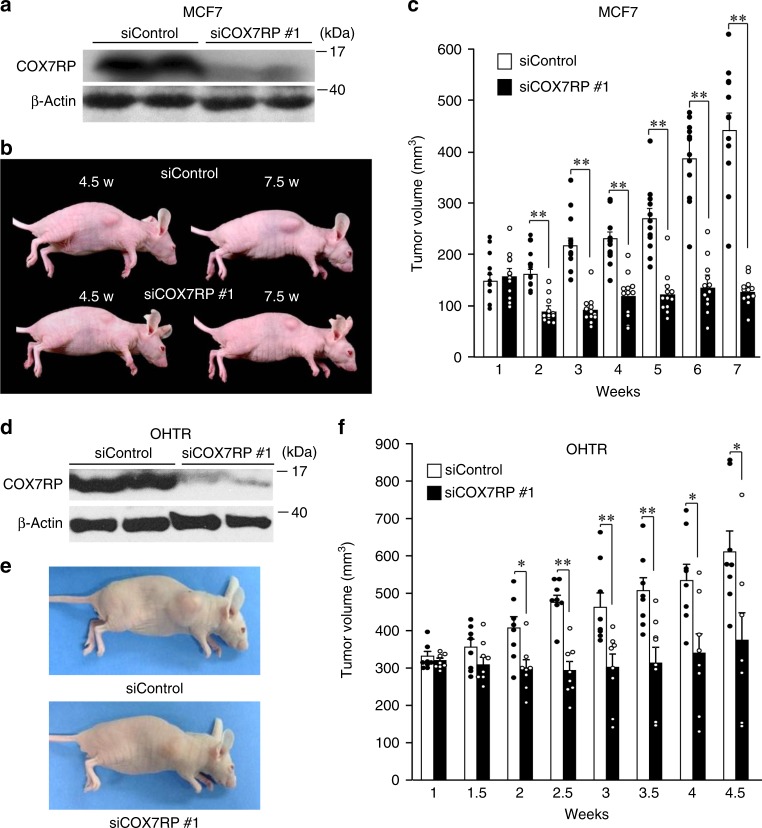
Inhibition of COX7RP expression suppresses tumor growth of parental MCF7 cells and MCF7-derived tamoxifen-resistant cells. **a** siCOX7RP decreases COX7RP protein expression in tumors obtained from mice inoculated with MCF7 cells. Athymic female mice were inoculated with 10 million MCF7 cells and then administrated with control siRNA or COX7RP siRNA (5 μg twice a week). COX7RP protein expression was decreased in MCF7-derived tumors treated with siCOX7RP. Western blot analysis was performed for MCF7-derived tumors treated with siControl or siCOX7RP for 7.5 weeks. **b** Reduced tumor size in mice 4.5 or 7.5 weeks after inoculation with siControl or siCOX7RP. **c** siCOX7RP decreases tumor growth of MCF7 cells in athymic mice. Volume (mm^3^) of tumors caused by MCF7 cells in athymic mice. Data are presented as means ± SEM. *P < 0.05; **P < 0.01, Student’s *t* test; *n* = 12 animals. **d** siCOX7RP decreases COX7RP protein expression in tumors obtained from mice inoculated with MCF7-derived 4-hydroxytamoxifen-resistant (OHTR) cells. Athymic female mice were inoculated with 10 million OHTR cells and then administrated with control siRNA or COX7RP siRNA (5 μg twice a week). COX7RP protein expression was decreased in OHTR-derived tumors treated with siCOX7RP. Western blot analysis was performed for OHTR-derived tumors treated with siControl or siCOX7RP. **e** Reduced tumor size in mice 4.5 weeks after inoculation with control siRNA or COX7RP siRNA. **f** siCOX7RP decreases tumor growth of OHTR cells in athymic mice. Volume (mm^3^) of tumors caused by MCF7 cells in athymic mice. Data are presented as means ± SEM. *P < 0.05; **P < 0.01, Student’s *t* test; *n* = 8 animals. Source data are provided as a Source Data file

### COX7RP promotes hypoxia resistance

We explored the role of COX7RP on cancer cell growth in hypoxic states. Cell growth, assessed as the amount of DNA isolated, was promoted in COX7RP-MCF7 cells as compared with vector-MCF7 or parental MCF7 cells in a 20% O_2_ environment after 96 h (Fig. 5a), and this phenomenon was further emphasized in a 1% O_2_ hypoxic condition (Fig. 5b), rather than in mild hypoxic condition of 5–10% O_2_ concentrations (Supplementary Fig. 9a). COX7RP overexpression increased the fraction of cells in S phase in both normoxic and hypoxic states (Fig. 5c, d). COX7RP also inhibited the hypoxia-induced generation of mitochondrial ROS, as shown by the mitochondrial ROS-specific probe MitoSOX (Fig. 5e). In Ishikawa cells, under a hypoxic condition (1% O_2_), COX7RP-Ishikawa cells continued to grow after 96 h, wheresas vector-transfected and parental cells could not (Supplementary Fig. 9b, 10a, b). Furthermore, COX7RP-Ishikawa cells showed a high percentage of cells in S phase in both normoxia and hypoxia as compared with control cells (Supplementary Fig. 10c, d), but maintained a lower ROS level (Supplementary Fig. 10e). These results show that COX7RP promotes the growth of estrogen-dependent breast cancer cells and increases their resistance to hypoxia. Mitochondrial DNA amounts in MCF7 and Ishikawa cells stably expressing COX7RP were not substantially different from those in their corresponding vector-transfected clones, respectively, implying that COX7RP overexpression does not basically affect mitochondrial quantity (Supplementary Fig. 11).

**Fig. 5:**
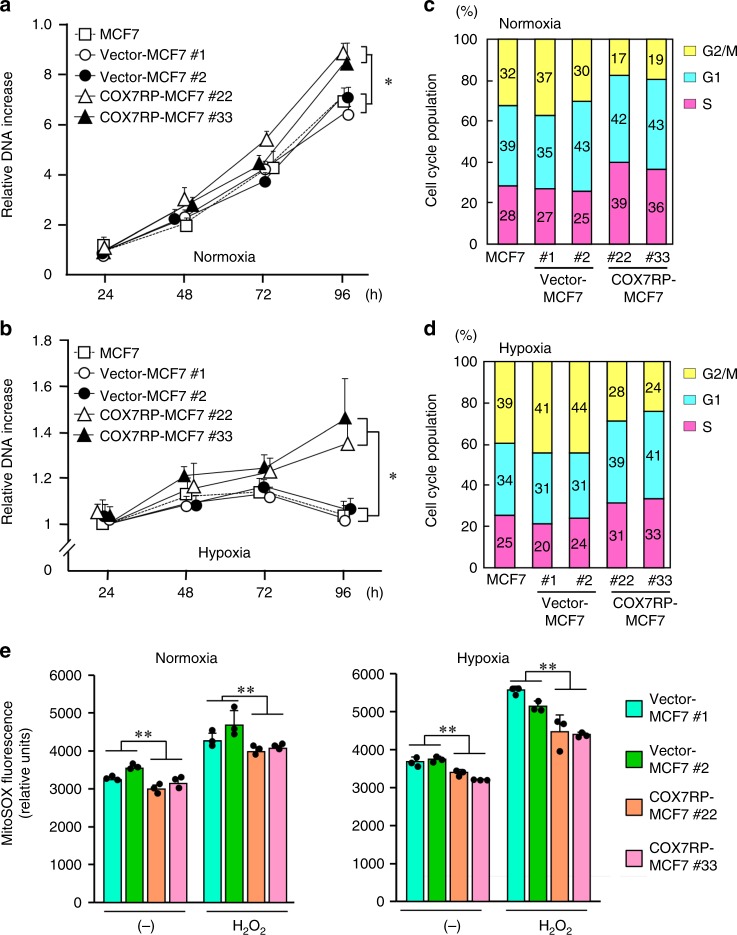
Overexpression of COX7RP induces hypoxia tolerance and decreases mitochondrial ROS. **a** Growth of COX7RP-MCF7 cells was promoted in normoxic culture conditions (20% O_2_). **b** Continual growth of COX7RP-MCF7 cells in hypoxic culture conditions (1% O_2_). COX7RP overexpression increases the percentage of MCF7 cells in the proliferation stage of the cell cycle in normoxia **c** and hypoxia **d**. **e** Decrease in mitochondrial ROS levels in COX7RP-MCF7 cells. Cells were exposed to hypoxia (1% O_2_) in the presence or absence of H_2_O_2_ (1 mm) for 8 h, subsequently incubated with mitochondrial ROS probe MitoSOX. Fluorescence intensity was measured by a fluorimetry assay. Data are presented as means ± SD (*n* = 3 independent experiments). *P < 0.05; **P < 0.01, Two-way analysis of variance. Source data are provided as a Source Data file

### COX7RP induces respiratory supercomplex assembly in hypoxia

We next investigated the contribution of COX7RP to supercomplex assembly during hypoxia. Mitochondria were prepared from COX7RP-MCF7 #22 and vector-MCF7 cells #1 cultured in normoxic or hypoxic conditions and analyzed by blue native polyacrylamide gel electrophoresis (BN-PAGE) with subsequent immunoblotting. The results showed that hypoxia decreased the signal for the complex I (CI) subunit NDUFA9 at the position of supercomplex (CI + CIII_2_ + CIV_n_) in vector-MCF7 cells #1 as compared with the signal in the cells under normoxic condition (Fig. 6a and Supplementary Table 3). The NDUFA9 signals at the position of supercomplex (CI + CIII_2_ + CIV_n_) in both normoxia and hypoxia were increased in COX7RP-MCF7 #22 cells as compared with those in vector-MCF7 #1 cells (Fig. 6a). Slight decrease of NDUFA9 signal at the position of supercomplex (CI + CIII_2_) was observed in hypoxia in vector-MCF7 #1 cells. Signals for RISP, a CIII late stage subunit of the supercomplex^16^, were increased at the position of supercomplex (CIII_2_ + CIV_n_) in COX7RP-MCF7 #22 cells as compared with vector-MCF7 #1 cells (Fig. 6b). The COX1 signal was also increased at the position of supercomplex (CIII_2_ + CIV_n_) in COX7RP-MCF7 #22 cells under hypoxic condition as compared with the signal in vector-MCF7 #1 cells (Fig. 6c), whereas the COX1 signals at the position of CIV were not significantly different between the two clones (Fig. 6c and Supplementary Table 3). Probing the blots with an anti-COX7RP antibody revealed that COX7RP protein was more abundantly detected in the positions at supercomplexes (CI + CIII_2_ + CIV_n_ and CIII_2_ + CIV_n_) during hypoxia in COX7RP-MCF7 #22 cells (Fig. 6d and Supplementary Table 4). We next investigated the supercomplex assembly in OHTR cells. Mitochondria were prepared from OHTR cells and its parental MCF7 cells, which were cultured in the presence or absence of OHT, and analyzed by BN-PAGE with subsequent immunoblotting (Supplementary Fig. 12). Notably, signals for CI + CIII_2_ + CIV_n_ and CIII_2_ + CIV_n_ were increased in OHTR cells even in the presence of tamoxifen as compared with MCF7 cells (Supplementary Table 5). In COX7RP-Ishikawa #28 cells, signals for NDUFA9, RISP, and COX7RP were also increased at the positions of supercomplex (CI + CIII_2_ + CIV_n_ and CIII_2_ + CIV_n_) as compared with the corresponding vector-transfected cells (Supplementary Fig. 13a–c, and Supplementary Tables 6 and 7). These results suggest that the relevance of COX7RP in supercomplex assembly would be critical in hypoxic states as well as in normoxic states.

**Fig. 6:**
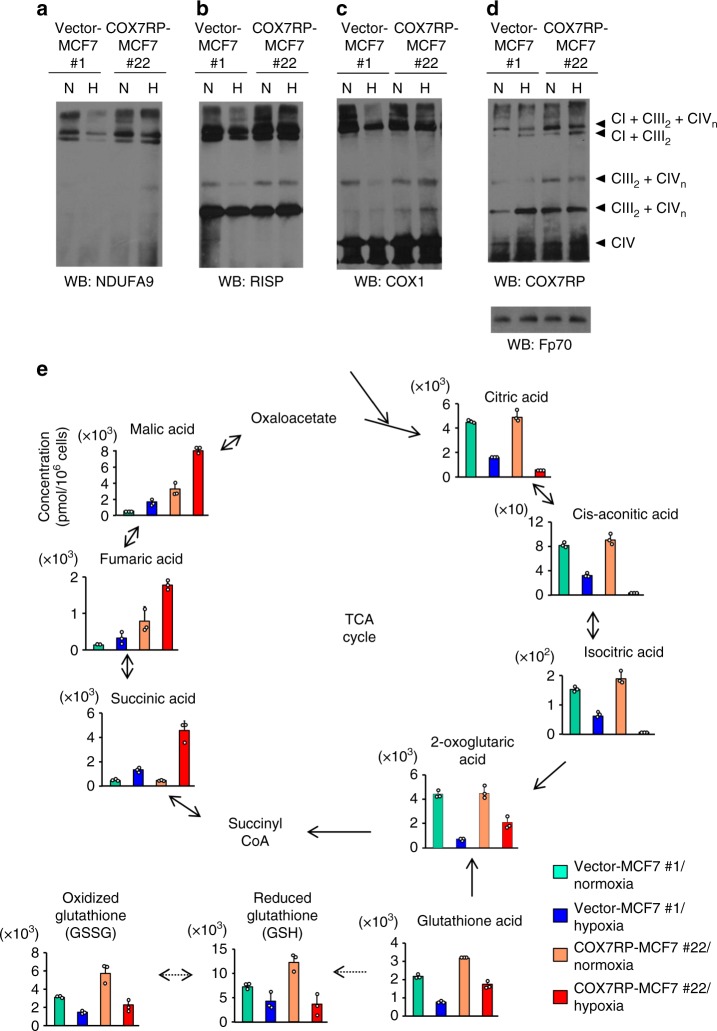
COX7RP facilitates supercomplex assembly in hypoxia and modulates metabolic pathways. **a**–**d** Mitochondrial proteins of COX7RP-MCF7 cells exposed to normoxic (N) and hypoxic (H: 1% O_2_) conditions were solubilized with digitonin (4 g g^−1^) and subjected to BN-PAGE. Western blot analysis was performed with antibodies for NDUFA9 **a**, RISP **b**, COX1 **c**, COX7RP **d**, and Fp70 **e**. Positions corresponding to CI + CIII_2_ + CIV_n_, CIII_2_ + CIV_n_, CIII_2_ or CIV_n_, and CIV are indicated. **e** COX7RP-MCF7 cells were cultured in normoxic or hypoxic conditions (1% O_2_) for 24 h and cell extracts were subjected to metabolome analysis using capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) for cation analysis and capillary electrophoresis-tandem mass spectrometry (CE-MS/MS) for anion analysis. Metabolites in the TCA cycle are schematically shown. The intracellular concentration (pmol/million cells) of key metabolites involved in the TCA cycle and glutathione synthesis pathway are shown as means ± SD (*n* = 3 biologically independent samples). Source data are provided as a Source Data file

### COX7RP modulates metabolism

We next examined metabolomic profiles of COX7RP-MCF7 #22 and vector-MCF7 #1 cells in normoxia or hypoxia, analyzing by the steady-state levels of 116 metabolites based on capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) (Fig. 6e; Supplementary data 1). We noted that the levels of TCA cycle metabolites including succinic acid, fumaric acid, malic acid, and 2-oxoglutaric acid were all elevated in hypoxia-cultured COX7RP-MCF7 cells. In contrast, the levels of citric acid, cis-aconitic acid, and isocitric acid decreased during hypoxia. In addition, the concentration of glutamic acid and total glutathione (GSSG + GSH) increased in COX7RP-overexpressing cells. The amounts of 2-oxoglutaric acid and succinic acid were further verified in additional stable clones of MCF7 cells (Vector-MCF7 #2 and COX7RP-MCF7 #33) (Supplementary Fig. 14a, c). In terms of NAD(H), the total levels were substantially increased in COX7RP-expressing cells compared with control cells based on metabolomics analysis (Supplementary Data 1). It is also notable that mitochondrial NAD(H) levels were increased in COX7RP-expressing MCF7 cells, suggesting that COX7RP induces a metabolic change to increase the mitochondrial NAD(H) level, which would facilitate the growth of MCF7 cells in hypoxia (Supplementary Fig. 14e).

To further dissect the metabolic regulation, we performed tracing experiment with ^13^C_5_-glutamine in MCF7 clones in both normoxia and hypoxia (Supplmentary Fig. 15, Supplementary data 2). The result showed that the production of ^13^C_4_-labeled succinic acid and malic acid was activated in COX7RP-expressing cells compared with control cells in hypoxia, suggesting that it was originated from ^13^C_5_-glutamine via subsequent ^13^C_5_-labeled 2-oxoglutatic acid using the half part of TCA cycle. It is also notable that the percentages of ^13^C_5_-labeled isocitric acid, cis-aconitic acid, and citrate were increased after ^13^C_5_-glutamine labeling, indicating a reductive carboxylation from glutamine to citrate.

Transcriptomic analysis also revealed that a number of metabolism-associated genes were upregulated in COX7RP-overexpressing cells as compared with vector control cells in hypoxia (Supplementary Table 8). In addition, we examined the mRNA levels of key regulatory genes/factors involved in the TCA cycle and malate dehydrogenases (Supplementary Fig. 16a). 

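Gene expression was measured in MCF7 cells, an estrogen receptor-positive human breast cancer line, stably transfected with COX7RP (COX7RP-MCF7) or with the empty vector (vector-MCF7). Each line was cultured in normoxia (20% oxygen) or in hypoxia (1% oxygen), and 1 array was made for each of the 4 conditions, so no condition has a replicate and the number of arrays limits the precision. The clones arrayed and the length of the hypoxia are not given in the sources used here. The authors labelled cRNA made from 150 ng of total RNA, hybridised it to Affymetrix whole-transcript arrays, and made a log2 value for each probe set by RMA (background correction, quantile normalization and median polish) in Affymetrix Expression Console. These deposited values, from 1.37 to 14.26 over 33297 probe sets, were used without further normalization. Probe sets that name exactly 1 gene gave 18417 genes, each taken from its brightest probe set, and the 12949 genes with a mean of at least 3.98 were compared after the lowest 30% of probe sets had been left out.

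COX7A2L, the gene that encodes COX7RP, had log2 values of 8.69 in vector-MCF7 and 9.11 in COX7RP-MCF7 in normoxia, and of 9.39 and 9.35 in hypoxia. It was thus 1.34-fold higher on the array labelled COX7RP-MCF7 in normoxia but not in hypoxia, and the hypoxia arrays are therefore named by their labels. Of 314 genes at least 2-fold apart between the lines in normoxia, 248 (79.0%) lay on the same side in hypoxia, 146 of them by at least 1.5-fold, and 11 lay at least 1.5-fold apart on the other side. The paper shows more COX7RP protein in COX7RP-MCF7 cells by western blot (Fig. 3a) and by BN-PAGE (Fig. 6d), and more growth and a larger fraction of cells in S phase in hypoxia (Fig. 5b, d). These are other assays of the lines, and do not settle how the arrays were labelled. The protein difference in hypoxia has no counterpart in the COX7A2L values of the hypoxia arrays. Whether the probes for COX7A2L also detect the transfected sequence is not given in the sources used here. Correlations of the array labelled vector-MCF7 in hypoxia with the others were 0.964 to 0.980 across probe sets, against 0.982 to 0.988 among the other arrays. Over the genes compared they were lowest with the normoxia arrays (0.906 and 0.919), while that with the COX7RP-MCF7 hypoxia array (0.962) lay within the range of the other pairs (0.959 to 0.976). Small nucleolar and spliceosomal RNAs were a class chosen after the data had been seen. Of these 128 RNAs, 74 were at least 1.5-fold above normoxia on the array labelled vector-MCF7 in hypoxia, against 12 in COX7RP-MCF7. How far this bears on the differences in hypoxia below is not known.

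A gene was counted as higher or lower where 2 arrays differed by at least 1.5-fold (0.58 on the log2 scale), with no p-value. Lists of genes for metabolic and other groups were fixed before the data were examined, and a group is said to stand apart where its median difference lay among the lowest 2.5% or the highest 2.5% of the medians of 10000 random lists of the same size and similar mean expression. An additive limma fit of cell line and oxygen was made over the 4 arrays, with Benjamini-Hochberg adjustment. Its 1 residual degree of freedom comes from the difference between the hypoxia responses of the 2 lines. With 46.8 prior degrees of freedom, the variance of each gene is drawn largely from that of other genes. The p-values of the fit therefore say nothing about separate cultures of a line, and clone and construct cannot be told apart.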

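In hypoxia, genes of cholesterol and lipid synthesis were higher on the array labelled COX7RP-MCF7 than on the array labelled vector-MCF7. Of 19 measured genes of cholesterol synthesis, 16 were at least 1.5-fold higher and none was lower, and their median difference of 1.09 on the log2 scale lay at percentile 100.0 of matched random lists. SQLE, the squalene epoxidase of this pathway, had a log2 value of 11.22 against 9.37 and was 3.62-fold higher. STARD4, which carries cholesterol between membranes, was 3.46-fold higher, ACAT2, which makes acetoacetyl-CoA, 2.77-fold, and MSMO1, a methylsterol oxidase, 2.75-fold. GPD2, the mitochondrial glycerol 3-phosphate dehydrogenase, was 4.21-fold higher, a log2 difference of 2.07.

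Of 11 genes of glycerol 3-phosphate and triglyceride synthesis, 6 were higher and none was lower (median 0.62, percentile 99.6), among them AGPAT5, an acyltransferase, at 2.38-fold. Fatty acid synthesis had 8 of 19 genes higher and none lower (median 0.38, percentile 99.1, but 97.2 with no expression filter). ACSS2, which makes acetyl-CoA from acetate, was 3.34-fold higher, FASN, the fatty acid synthase, 2.84-fold, and SCD, the stearoyl-CoA desaturase, 2.35-fold. In reductive carboxylation and citrate use, 5 of 9 genes were higher (median 0.61, percentile 99.9), including ACLY, the ATP citrate lyase, at 1.64-fold and ACO1, the cytosolic aconitase, at 1.61-fold. The isocitrate dehydrogenases IDH1 and IDH2, which can carry out the reductive step itself, were not higher, with log2 differences of 0.07 and -0.30. Branched-chain amino acid breakdown had 5 of 18 genes higher and 1 lower (median 0.37, percentile 98.6), but its percentile was 94.6 with the lowest 50% of probe sets left out and 95.7 with the intensity trend removed. These 5 groups stood apart among 23 metabolic groups measured.

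The other metabolic groups did not stand apart in hypoxia. In the TCA cycle 3 of 16 genes were higher and none was lower (median 0.20, percentile 80.8). These were DLD, a subunit of the 2-oxoglutarate and pyruvate dehydrogenase complexes, at 3.88-fold, SDHD, a subunit of succinate dehydrogenase, at 2.31-fold, and MDH1, the cytosolic malate dehydrogenase, at 1.81-fold. MDH2, the mitochondrial malate dehydrogenase, had a log2 difference of 0.09. None of 18 glycolysis genes and none of 34 complex I genes differed by 1.5-fold. ODC1, the ornithine decarboxylase of polyamine synthesis, was 5.10-fold higher, and MAT2A, which makes S-adenosylmethionine, 4.58-fold, in groups whose medians did not stand apart. The lowest metabolism genes were SMOX, the spermine oxidase, at a log2 difference of -1.20, and PDK2, a pyruvate dehydrogenase kinase, at -1.07.

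Over all 353 measured metabolism genes, 70 were higher and 7 lower in hypoxia, where matched random lists gave a median of 55 higher (43 to 68 without the lowest and highest 2.5% of lists) and 17 lower (10 to 25). The number higher lay at percentile 98.6, and at 97.0 with the lowest 50% of probe sets left out. Without the cholesterol and fatty acid synthesis lists, a setting chosen after the data had been seen, 46 of 315 genes were higher, against 49 in random lists (percentile 32.9), and 7 were lower, against 15 (percentile 0.8).

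**Figure D1:**
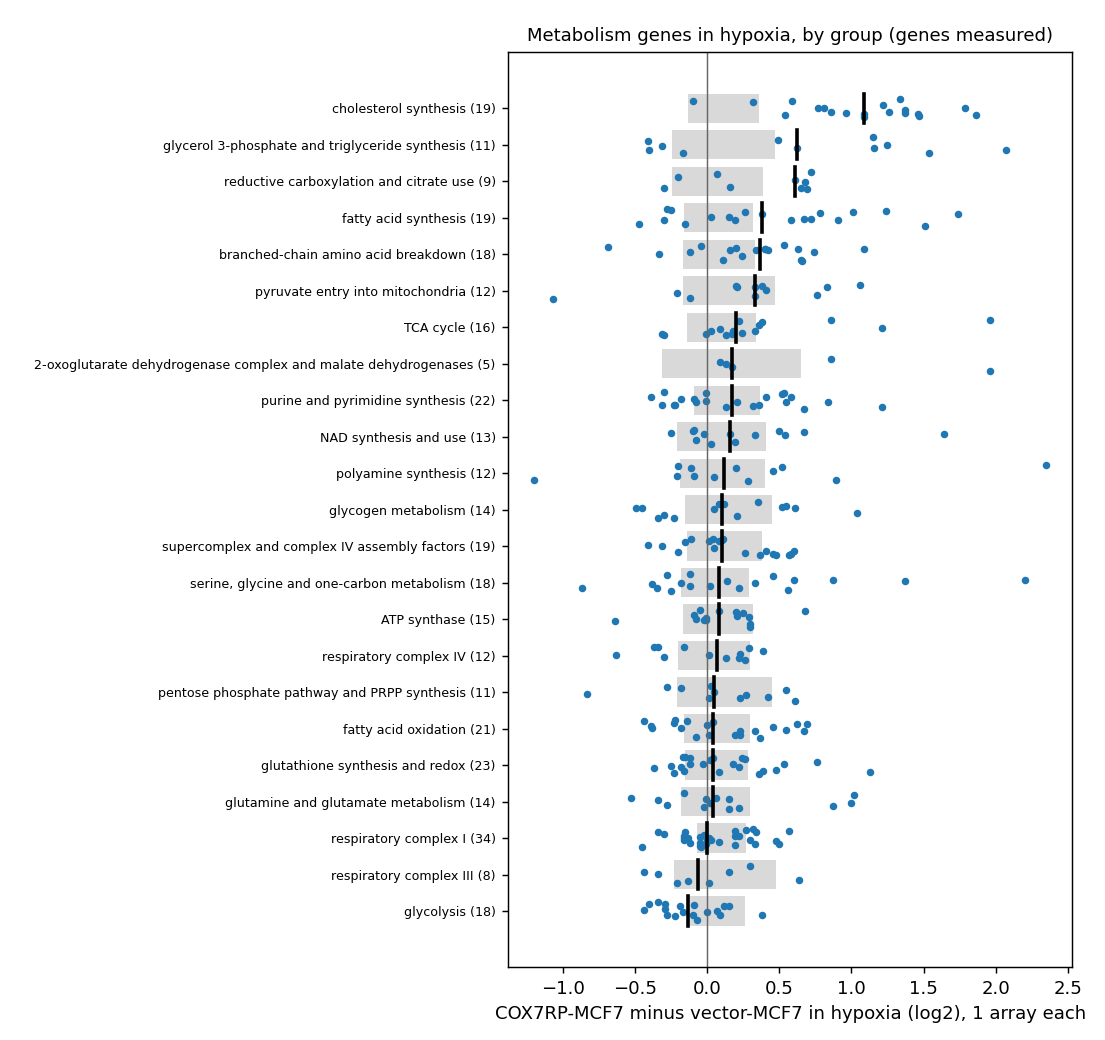
Log2 difference in hypoxia between the arrays labelled COX7RP-MCF7 and vector-MCF7 (x axis) for each measured gene (points) of 23 metabolic groups (y axis, number of genes in brackets), from 1 array per line. Black bars are group medians and grey bars span the medians of matched random lists without the lowest and highest 2.5%, and the median of cholesterol synthesis lies furthest to the right at 1.09.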

Basically, the genes coding for the 2-oxoglutarate dehydrogenase complex (DLD, DLST, and OGDH) and malate dehydrogenase (MDH1 and MDH2) were upregulated in COX7R-MCF7 cells as compared with vector-MCF7 cells in hypoxia. Because the steady-state levels of succinic acid, fumaric acid, and malic acid increased in COX7RP-MCF7 cells during hypoxia (Fig. 6e), we further focused on the role of the 2-oxoglutarate dehydrogenase complex in cancer cell growth. This complex is a TCA cycle enzyme that decarboxylates 2-oxoglutarate to succinyl-CoA. The siRNA-mediated knockdown of its subunits, DLD, DLST, and OGDH (Fig. 7a), substantially repressed the growth of COX7RP-overexpressing cancer cells in both hypoxic and normoxic conditions (Fig. 7b). In comparison with 2-oxoglutarate dehydrogenase, silencing of malate dehydrogenase subunits (MDH1 and MDH2) did not dampen the growth of COX7RP-MCF7 and vector-MCF7 cells in hypoxia and normoxia (Supplementary Fig. 17).

**Fig. 7:**
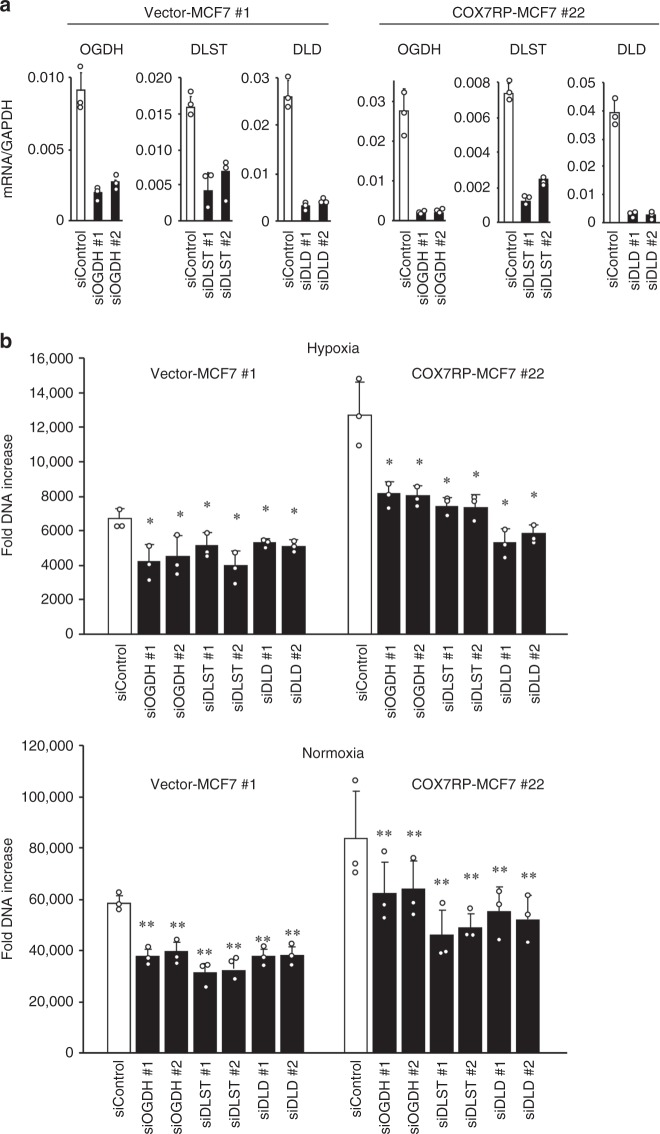
Silencing of 2-oxoglutarate dehydrogenase suppresses MCF7 cell growth. **a** Effects of siRNAs on mRNA expression of 2-oxoglutarate dehydrogenase. siRNAs targeting each subunit of the 2-oxoglutarate dehydrogenase complex (*OGDH*, *DLST*, and *DLD*) were transfected into COX7RP-MCF7 and vector-MCF7 cells. Quantitative RT-PCR analysis of mRNA expression was performed. **b** Effects of siRNAs on the growth of vector-MCF7 and COX7RP-MCF7 cells under hypoxic (1% O_2_) or normoxic conditions. Cell growth was estimated by DNA assay. Data are presented as means ± SD (*n* = 3 independent experiments). *P < 0.05, **P < 0.01, Student’s *t* test. Source data are provided as a Source Data file

Besides, we evaluated mRNA expression of GSH-synthesizing enzymes *GCLM* and *GSS* and found that mRNA levels of these enzymes were significantly increased in COX7RP-MCF7 cells compared with control cells (Supplementary Fig. 18), suggesting that glutathione levels may be elevated by the upregulation of GSH-synthesizing enzymes. These results indicate that COX7RP could be a critical modulator of metabolic pathways in MCF7 cells. Furthermore, comparison between metabolomic profiles of COX7RP-Ishikawa #28 and vector-Ishikawa #9 cells in normoxia or hypoxia exhibited the similar regulation of TCA cycle metabolites as in MCF7 transfectants (Supplementary Fig. 13d). 

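The metabolism genes higher on the array labelled COX7RP-MCF7 in hypoxia, where COX7A2L itself was not higher, were mostly lower in hypoxia than in normoxia in vector-MCF7. Of the 70 genes, 43 were at least 1.5-fold lower in hypoxia in vector-MCF7 and 3 were higher, whereas in COX7RP-MCF7 12 were lower, 13 were higher and 45 differed by less. Of the 2051 genes of all kinds that were higher in the same comparison, 1606 (78.3%) were lower in hypoxia in vector-MCF7. This is a larger share than among the metabolism genes. In COX7RP-MCF7 145 of the 2051 (7.1%) were higher in hypoxia, a smaller share than among the metabolism genes. The comparison of the lines in hypoxia and the response of vector-MCF7 use the same vector-MCF7 hypoxia array, whose error alone could give such an overlap. The overlap with the response of COX7RP-MCF7 shares the COX7RP-MCF7 hypoxia array instead. With 1 array per condition there is no value to set these overlaps against. Cholesterol synthesis differed from this pattern. In vector-MCF7 6 of its 19 genes were lower in hypoxia and none was higher (median -0.21, percentile 28.4). In COX7RP-MCF7 5 were higher and 1 was lower (median 0.28, percentile 99.8). The difference of the 2 responses had a median of 0.80 (percentile 100.0). DLD fell in hypoxia, from a log2 value of 8.53 to 5.98 in vector-MCF7 and from 8.59 to 7.94 in COX7RP-MCF7 (adjusted p = 0.00068 in the limma fit). ODC1 fell from 9.81 to 6.02 and from 10.85 to 8.37 (adjusted p = 3.7e-10 in the limma fit). ACSS2 rose by 0.61 in vector-MCF7 and by 1.85 in COX7RP-MCF7 (adjusted p = 0.0058 in the limma fit), and SCD by 0.52 and 1.15 (adjusted p = 0.0020 in the limma fit). The fit gives the mean response of the lines, and the responses differed by 1.89 for DLD, 1.31 for ODC1, 1.25 for ACSS2 and 0.64 for SCD. Since the variance in the fit comes mostly from other genes, these p-values reflect such differences only in part.

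In normoxia, 35 metabolism genes were higher in COX7RP-MCF7, against 22 in matched random lists (percentile 99.8), and 29 were lower, against 20 (percentile 97.2). Cholesterol synthesis had 4 of 19 genes higher and none lower (median 0.34, percentile 99.8), led by MVK, the mevalonate kinase, at 2.31-fold, and DHCR7, the last enzyme of a branch of the pathway, at 1.68-fold. In the limma fit over both oxygen levels, DHCR7 was higher in COX7RP-MCF7 by 0.99 (standard error 0.22, adjusted p = 0.0063) and SQLE by 1.02 (standard error 0.25, adjusted p = 0.018). For SQLE this came mostly from the hypoxia arrays, with a difference of 0.18 in normoxia and 1.86 in hypoxia, against 0.75 and 1.22 for DHCR7. These were the 2 of 19 cholesterol genes that passed, against 14 when adjusted over the list alone. Fatty acid synthesis had 5 genes higher and 3 lower in normoxia (median 0.24, percentile 98.8), including ACACB, an acetyl-CoA carboxylase, at 2.00-fold higher. Complex I had 6 of 34 genes higher and none lower (median 0.25, percentile 99.7), with NDUFS7 at 1.68-fold and NDUFA9 at 1.64-fold. Glutamine and glutamate metabolism had 3 of 14 genes higher and none lower, but did not stand apart (median 0.23, percentile 97.1, though 98.1 with the intensity trend removed).

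Glycolysis genes were lower in COX7RP-MCF7 in normoxia, 6 of 18 by at least 1.5-fold and none higher (median -0.33, percentile 0.0). ENO2, the neuronal enolase, had log2 values of 8.52 in vector-MCF7 and 6.14 in COX7RP-MCF7 in normoxia, but 10.87 and 10.77 in hypoxia. ALDOC, an aldolase, had 9.07 and 7.12 in normoxia, and 11.46 and 11.36 in hypoxia. In the limma fit 12 of the 18 glycolysis genes rose in hypoxia, none fell and 6 did not pass (14 rose and 1 fell when adjusted over the list alone). Glycogen metabolism had 3 of 14 genes lower and 1 higher in normoxia (median -0.24, percentile 1.3), with PYGL, the liver glycogen phosphorylase, 2.95-fold lower and GBE1, the branching enzyme, 2.51-fold lower. Entry of pyruvate into mitochondria also had a median of -0.24 (percentile 1.8), but percentile 3.6 with the lowest 50% of probe sets left out. Its lowest gene was PDK1, a pyruvate dehydrogenase kinase, with a log2 difference of -1.73. Targets of the hypoxia-inducible factor HIF were also lower in this comparison (26 of 37, median -0.95). The lower metabolic groups were not examined apart from HIF targets, so they need not be separate differences.

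Of all metabolism genes, the limma fit called 10 higher and 3 lower in COX7RP-MCF7, and 340 did not pass (11 and 4 when adjusted over the list alone). On the array labelled vector-MCF7 in hypoxia, 74 of 128 small nucleolar and spliceosomal RNAs were also at least 1.5-fold above normoxia, against 12 in COX7RP-MCF7. This class was chosen after the data had been seen. Set against the vector-MCF7 normoxia array instead, a comparison chosen after the data had been seen, the array labelled COX7RP-MCF7 in hypoxia had 59 metabolism genes higher, against 31 in random lists (percentile 100.0), and 42 lower, against 44 (percentile 39.1). That comparison changes cell line and oxygen together, and hypoxia against normoxia within COX7RP-MCF7 gave 54 higher, against 27 in random lists (percentile 100.0), so it does not separate the lines. Of the 70 genes, 19 were at least 1.5-fold above the vector-MCF7 normoxia array. The paper gives the array result after its metabolite and tracing data. After qRT-PCR and silencing data in the same part of its results, it proposes a role of COX7RP in metabolic pathways.

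**Figure D2:**
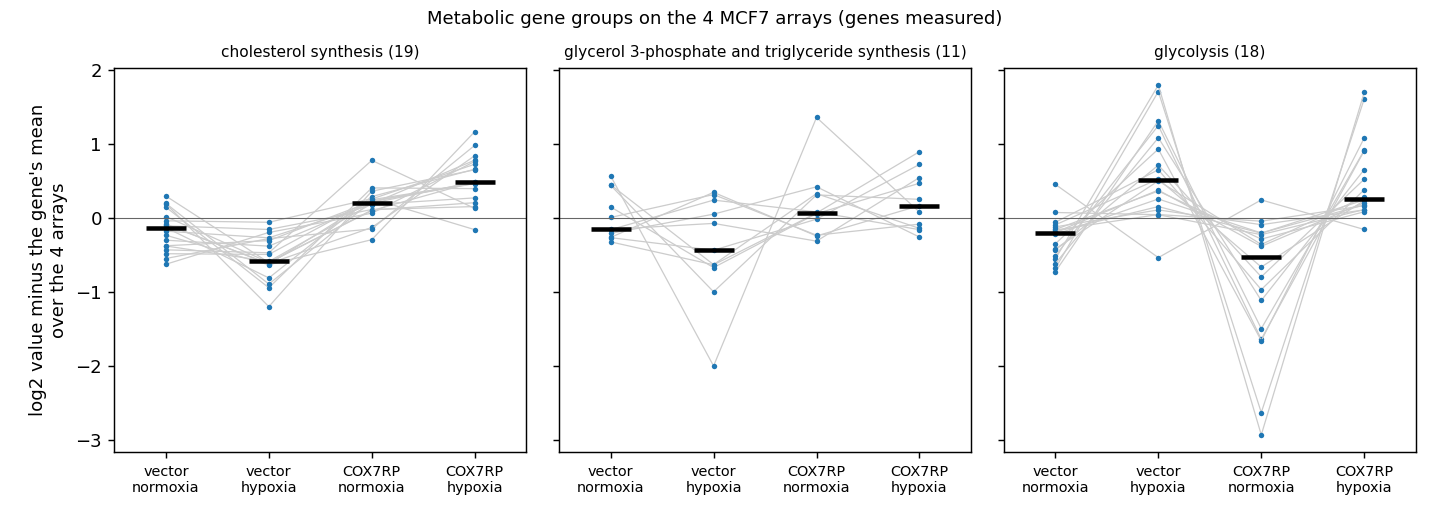
Log2 value of each measured gene minus its mean over the 4 arrays (y axis) on each array (x axis) for 3 metabolic groups, with grey lines joining the values of a gene and black bars at the group medians. Cholesterol synthesis genes lie lowest on the array labelled vector-MCF7 hypoxia and highest on the array labelled COX7RP-MCF7 hypoxia by their medians, and glycolysis genes lie lowest on the COX7RP-MCF7 normoxia array.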

Studies using additional stable clones of Ishikawa (Vector-Ishikawa #10 and COX7RP-Ishikawa #1) also showed the elevation of cellular levels of 2-oxoglutaric acid and succinic acid as well as of mitochondrial NAD(H) levels (Supplementary Fig. 14b, d, f). The gene expression of 2-oxoglutarate dehydrogenase complex (DLD, DLST, and OGDH) and malate dehydrogenase (MDH1 and MDH2) were also upregulated in COX7RP-Ishikawa cells as compared with vector-Ishikawa cells in hypoxia (Supplementary Fig. 16b). Silencing of 2-oxoglutarate dehydrogenase subunits also inhibited the growth of COX7RP- and vector-Ishikawa cells during hypoxia and normoxia (Supplementary Fig. 19).

Although the growth of COX7RP-expressing cells was significantly increased compared with that of control cells in hypoxia (Fig. 5 and Supplementary Fig. 10), we showed that the DNA contents of control cells also increased 4 days after the supplementation of either pyruvate or cell-permeable succinate to almost the same levels as COX7RP-expressing cells, suggesting that both permeable succinate and pyruvate could be utilized as respiration substrates that improve energy production (Supplementary Fig. 20).

### COX7RP stimulates oxygen consumption in hypoxia

To assess the effect of COX7RP on cellular bioenergetics under hypoxic conditions, extracellular flux analysis was performed to determine the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), which are assumed to reflect mitochondrial oxidative phosphorylation activity and lactate production that can be equated to glycolytic activity, respectively^17^. COX7RP-MCF7 and vector-MCF7 clones were cultured in normoxic (20% O_2_) or hypoxic condition (1% O_2_). We measured the OCR and ECAR using substrates for complex I (glucose and pyruvate) or complex II (succinate) by a Seahorse Bioenergizer (Seahorse Bioscience, Agilent). Complex I substrate-based cellular OCR was substantially elevated in COX7RP-MCF7 cells as compared with vector-MCF7 cells in both normoxic and hypoxic conditions (Fig. 8a). The maximum respiration rate was significantly increased in COX7RP-MCF7 clones as compared with vector-MCF7 clones (Fig. 8b). On the other hand, the ECAR did not basically differ between COX7RP-MCF7 and vector-MCF7 clones (Fig. 8c). Intriguingly, complex II substrate-based OCR could also be enhanced in COX7RP-overexpressing MCF7 cells as compared with vector control cells in both normoxic and hypoxic conditions (Fig. 8d, e). In contrast, either COX7RP or OGDH knockdown by siRNAs decreased the maximum respiration rate in MCF7 cells (Supplementary Fig. 21).

**Fig. 8:**
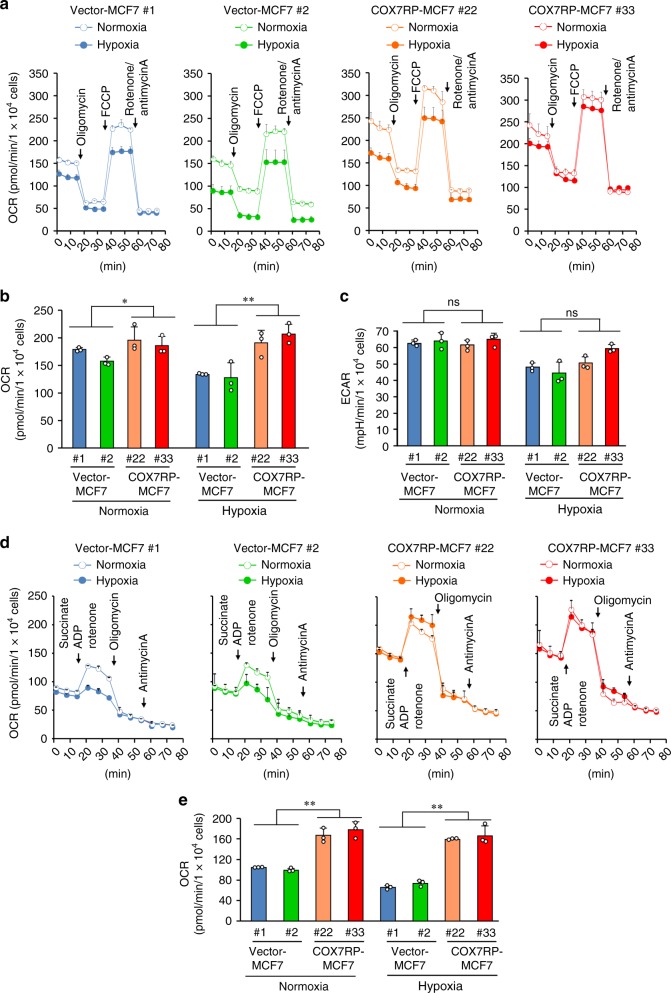
Overexpression of COX7RP promotes oxygen consumption after hypoxia-mimetic treatment. **a**–**c** CI-mediated respiration. COX7RP-MCF7 and vector-MCF7 cells were incubated overnight in normoxic or hypoxic (1% O_2_) conditions. The medium was then replaced with serum-free XF medium containing glucose and sodium pyruvate as substrates. Mitochondrial stress test was performed at 37 °C on a Seahorse Bioscience XF Extracellular Flux Analyzer using a Cell Mito Stress Test Kit and oxygen consumption rates (OCRs) were plotted **a**. Maximal OCRs **b** and basal extracellular acidification rate (ECAR) **c** are presented as means ± SD (*n* = 3 biologically independent samples). **d**, **e** CII-mediated respiration. Mitochondrial stress test was performed as described above using succinate as a substrate in the presence of rotenone **d**. OCRs are presented as means ± SD (*n* = 3 biologically independent samples). Maximal OCRs **e** were measured as the oxygen consumption rate after FCCP addition minus the non-mitochondrial respiration. *P < 0.05; **P < 0.01, two-way analysis of variance. Source data are provided as a Source Data file

## Discussion

In the present study, we found that mitochondrial respiratory supercomplex assembly-stabilizing factor COX7RP is overexpressed in clinical breast and endometrial cancers. Cancer cell experiments demonstrated that COX7RP overexpression promotes breast and endometrial cancer cell growth and stabilizes supercomplex assembly even in hypoxia. Metabolomic analysis reveals that COX7RP overexpression modulates the metabolic profile of cancer cells, particularly the steady-state levels of TCA cycle intermediates. Silencing of 2-oxoglutarate dehydrogenase complex subunits decreased the COX7RP-stimulated cancer cell growth. Overexpression of COX7RP increased oxygen consumption in breast cancer cells. Moreover, COX7RP immunoreactivity associates with prognosis of breast cancer patients, and also correlates with the poor prognosis of tamoxifen-treated breast cancer patients. Our results propose that COX7RP is a growth-regulatory factor for estrogen-sensitive cancer cells that regulates metabolic pathways and energy production.

Enriquez and his colleagues recently proposed that COX7RP/SCAF1 is required for the assembly of the CIII_2_ + CIV supercomplex structure^18^. COX7RP promotes the interaction between CIII and CIV in both CI + CIII_2_ + CIV_n_ and CIII_2_ + CIV_n_. Sazanov and his colleagues also proposed that there are two distinct arrangements of tight and loose forms of supercomplexes that include CIV^19^. COX7RP co-migrates with most supercomplexes containing CIV and may promote the stability of the supercomplexes^19^. In the present study, we found that COX7RP overexpression stimulates the assembly of supercomplexes CI + CIII_2_ + CIV_n_ and CIII_2_ + CIV_n_ even in hypoxia and that the COX7RP protein co-migrates with the supercomplexes CI + CIII_2_ + CIV_n_ and CIII_2_ + CIV_n_.

As complex IV levels shown by COX1 immunoblots were not significantly altered by COX7RP overexpression, we assume that the increase in COX activity in COX7RP-overxpressing cells is likely originated from enhanced levels of CI + CIII_2_ + CIV_n_ and CIII_2_ + CIV_n_. Notably, CI + CIII_2_ + CIV_n_ levels shown by NDUFA9 were reduced by hypoxia but relatively higher in COX7RP-overexpressing cells than control cells. NDUFA9 is required at a late assembly step critical for complex I biogenesis and activity^20,21^. Complex I is known to exist in either active or deactive states according to its catalytic status and complex I converts spontaneously to its deactive state under hypoxic conditions^22^. Notably, a recent structure study of deactive state of mammalian complex I showed that the loss of ordered structures around the ubiquinone-binding site including NDUFA9 is characteristic of the deactive state of complex I^23^. We thus assume that complex I probed for NDUFA9 might indicate relative abundance of active state of complex I, which may be repressed by hypoxia but relatively maintained in COX7RP-overexpressing cells. Our data would show a possibility that COX7RP overexpression may modulate the complex I activity. These results suggest that COX7RP has an important role in the efficient assembly of mitochondrial respiratory supercomplexes and provides resistance to hypoxia in estrogen-sensitive breast and endometrial cancer cells.

Interestingly, it has been reported previously that supercomplex formation could modulate the production of mitochondrial ROS, which was principally generated at the electron transport chain during the process of oxidative phosphorylation (OXPHOS)^24^. Indeed, Maranzana et al. demonstrated that loss of supercomplex organization causes a marked enhancement of ROS generation by complex I^25,26^. Mitochondrial ROS production is usually increased along with the activation of mitochondrial respiration, as exemplified by a study in chemotherapy-resistant breast cancer stem cells^27^. We thus assume that enhanced supercomplex formation by COX7RP overexpression may repress ROS production depending on the efficiency of electron transfer among complexes I, III, and IV. Jang and Javadov recently reported that the knockdown of complex I and II subunits in cardiac mitochondria enhanced ROS production, whereas impaired respirasome formation and ATP production^28^. The supercomplex-mediated ROS inhibition would be an important function of supercomplex assembly in mitochondrial respiration since Fedor and Hirst recently reported that substrate channeling in supercomplexes does not occur^29^. We hypothesize that the physiological relevance of COX7RP may drive to increase its involvement in (1) the reduction of ROS generation as we showed in Fig. 5e and Supplementary Fig. 10e, (2) the improvement of assembly or stability of supercomplexes as we showed in Fig. 6, and Supplementary Figs. 12 and 13, (3) the protection against non-specific aggregation in the high-protein concentration of the mitochondrial inner membrane by enhancing weak interactions between mitochondrial complexes, (4) the promotion of quinone diffusion in the protein-dense membrane by supercomplex formation. In regard to quinone diffusion in the mitochondrial inner membrane^30^, we assume that COX7RP would facilitate to minimize the distance between quinone-binding site in CI and quinol-binding site in CIII in the protein-dense mitochondrial membrane by forming loosely associated but closely packed assemblies, particularly CI + CIII_2_ + CIV_n_. COX7RP-mediated promotion of supercomplex assembly may also protect free quinone diffusion between CI and CIII using CI as a fender around the interface of complexes. Moreover, it is possible that COX7RP-mediated promotion of supercomplex assembly would contribute to a homogenous mixture and distribution of the complexes in the mitochondrial membrane.

Several lines of evidence indicate that the levels of succinate, fumarate, and malate are elevated in cancers as compared with their corresponding normal tissues^31,32^. Succinate and fumarate are known to exhibit oncogenic effects in cancers through epigenetic modification and activation of hypoxic signaling. This occurs because these compounds, which are structurally similar to 2-oxoglutarate, can inhibit the 2-oxoglutarate-dependent dioxygenases^33^. It is possible that COX7RP overexpression stimulates cancer cell growth by the upregulation of these compounds in MCF7 and Ishikawa cells. Moreover, COX7RP overexpression elevated the expression of TCA cycle enzymes during hypoxia, which will facilitate TCA cycle metabolism. Thus, silencing of 2-oxoglutarate dehydrogenase subunits impaired the increase in cancer cell growth by COX7RP overexpression. It is noted that 2-oxoglutarate dehydrogenase complexes have an important role in cell growth in several cancer cells^34,35^. We speculate that COX7RP overexpression may lead to a more active energy flux status by upregulating mitochondrial respiratory supercomplex assembly in hypoxia and thus maintaining the moderate expression levels of these genes. Andrzejewski et al.^36^ recently showed that PPARG coactivator 1α (PGC-1α), which functions as a regulator for mitochondrial respiration, promotes breast cancer metastasis by stimulating global bioenergetic capacity and provides resistance to bioenergetics drugs. PGC-1α-mediated mitochondrial regulation is also involved in endometrial cancer^37^. It was reported that citrate synthase activity, mitochondrial DNA content and expression levels of mitochondria-regulating factors including PGC-1α and mitochondrial transcription factor A are increased especially in estrogen-related type I endometrial cancer^38^. These notions suggest that COX7RP cooperatively modulates energy flux with other mitochondrial factors in hormone-dependent cancers.

In addition to enhanced aerobic glycolysis, cancer cells display an altered glutamine metabolism, which plays important roles in cell proliferation and survival^39^. Hydrolysis of glutamine generates glutamic acid, which is subsequently deaminated to the TCA cycle intermediate, 2-oxoglutaric acid. This pathway is important to replenish the TCA cycle intermediate in rapidly growing cancer cells, as citric acid is used to generate acetyl-CoA for lipid synthesis in the cytosol^40^. As a result of this metabolic shift, the TCA cycle is compensated by contributions from glutamine^41^. Our tracing experiment with ^13^C_5_-glutamine further showed that the production of ^13^C_4_-labeled succinate and malate, which are originated from ^13^C_5_-glutamine via subsequent ^13^C_5_-labeled 2-oxoglutatic acid using the half part of TCA cycle, was activated in COX7RP-expressing cells compared with control cells in hypoxia. The data may indicate that COX7RP overexpression will facilitate succinate-fueled mitochondrial respiration in cancer cells as consistent with the upregulation of OCR. It is notable that isocitrate dehydrogenase-catalyzed cytosolic reductive carboxylation from glutamine to citrate in cells with mitochondrial dysfunction may partly contribute to energy production in COX7RP-expressing cells under hypoxic condition as reported by Gaude et al.^42^, because the percentages of ^13^C_5_-labeled isocitric acid, cis-aconitic acid, and citrate were increased after ^13^C_5_-glutamine labeling. Although malate and succinate will be also generated by reductive carboxylation from glutamine via oxaloacetate, we assume that these TCA intermediates are primarily produced from glutamine using TCA cycle as the basal amount of citrate was substantially reduced by hypoxia. In addition, COX7RP overexpression may also lead to the enhancement of reductive carboxylation in normoxia through glutamine uptake into TCA cycle, because metabolite contents of malic acid and fumaric acid were elevated by COX7RP-overexpressing MCF7 and Ishikawa cells compared with their corresponding vector-cells. Moreover, we showed that COX7RP increases the expression of enzymes within the 2-oxoglutarate dehydrogenase complex (DLD, DLST, and OGDH) in hypoxia, suggesting that COX7RP overexpression elevates succinate and malate levels through the TCA cycle. These results imply that ATP synthesis is enhanced partly through both mitochondrial respiration and glutaminolysis.

Furthermore, the levels of reduced and oxidized glutathione (GSH/GSSG) were elevated in COX7RP-overexpressing MCF7 and Ishikawa cells. Glutathione is a tripeptide synthesized from glutamate, cysteine, and glycine, and acts as a free radical scavenger. Glutathione metabolism could function protectively and pathogenically in cancer biology^43^. Glutathione detoxifies various xenobiotics and carcinogens, and thus the dysregulation of the glutathione pathway can affect cell survival. In cancer, glutathione protects cells by conferring resistance to chemotherapeutic drugs. Thus, enhanced glutathione synthesis may contribute to the elevated growth of COX7RP-overepressing cancer cells. Indeed, a previous study indicated that a suppression of glutathione synthesis decreased tumor initiation and impaired chemotherapy-induced enrichment of breast cancer stem cells^44^. Moreover, we found that expression levels of GSH-synthesizing enzyme *GCLM* and *GSS* were upregulated in COX7RP-MCF7 cells compared with control cells. Supportively, mice lacking the *Gclm* gene, which encodes for a rate-limiting enzyme involved in glutathione synthesis, showed a decrease in breast cancer initiation^45^. It is tempting to speculate that COX7RP may regulate the cancer stem cell-like phenotype by increasing glutathione synthesis under hypoxic conditions.

COX7RP has a key role in the growth of estrogen-dependent breast cancers by activating mitochondrial respiration through facilitating supercomplex assembly. Zhang et al.^46^ reported that COX7RP is expressed in breast cancer cells. They also found by in vitro experiments that COX7RP is induced by cellular stresses, and promotes energy production and breast cancer cell growth. We showed the in vivo role of COX7RP in tumor formation and therapy resistance in breast cancer cells. A recent report revealed that mitochondrial function including biogenesis and ATP production confers a tamoxifen-resistant phenotype to breast cancer cells^47^. We propose that COX7RP promotes mitochondrial respiration during hypoxia and enhances supercomplex assembly, leading to the efficient supply of energy to the cell. Therefore, COX7RP overexpression could allow for the sustainable growth of MCF7 cells during hypoxia. Taken together, we showed that COX7RP could be an important therapeutic target in breast and endometrial cancers.

## Methods

### Cell Culture

MCF7 and 293 T cells were obtained from American Type Culture Collection (Rockville, MD). Ishikawa cells were kindly provided by Dr. Masato Nishida (Kasumigaura Medical Center, Ibaraki, Japan). MCF7, Ishikawa, and 293 T cells were maintained in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal calf serum (FCS) at 37 °C in 5% CO_2_ and a humidified atmosphere; and were authenticated by short tandem repeat (STR) analysis (BEX, Tokyo, Japan). Clones resistant to tamoxifen (OHTR) were established from MCF7 cells by long-term (>3 months) culture with 1 μm OHT. For stable transfections, MCF7 and Ishikawa cells were transfected with Flag-tagged human COX7RP (Flag-COX7RP) and parental vector pcDNA3 (Invitrogen, San Diego, CA) with only the Flag tag inserted (pcDNA3-Flag). Two clones for each construct and cell line containing either pcDNA3-Flag (vector-MCF7 #1 and #2, and vector-Ishikawa #9 and #10) or Flag-COX7RP (COX7RP-MCF7 #22 and #33, and COX7RP-Ishikawa #1 and #28) were selected by G418. All cells were confirmed to be mycoplasma-free using the e-Myco Mycoplasma PCR Detection Kit (Cosmo Bio, Tokyo, Japan).

### siRNA transfection and western blot analysis

siRNA duplexes targeting *COX7RP*, *OGDH*, *DLST*, *DLD*, *MDH1*, and *MDH2* were synthesized using an algorithm that significantly improves the target specificity of siRNA, in particular, by efficiently estimating off-target sequences^48^. A non-targeting control siRNA (siControl) used in this study was purchased from RNAi Inc. (Tokyo, Japan)^48^. The siRNA sequences were detailed in Supplementary Table 9. siRNAs were transfected into cells using RNAiMAX (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Cell lysates and mitochondrial fractions were prepared in a sample buffer for sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), heated at 100 °C for 15 min, and subjected to SDS-PAGE and western blotting analysis using antibodies for COX7RP (1:1000 dilution)^2^, RISP (1:5000 dilution, ab14746, Abcam, Cambridge, MA), COX1 (1:5000 dilution, ab14705, Abcam), COX4 (1:3000 dilution, 4844, Cell signaling, Danvers, MA), and β-actin (1:3000 dilution, AC-74, Sigma-Aldrich, St. Louis, MO).

### Patients and tumor tissue preparation

A total of 168 breast cancer specimens and 59 endometrial cancer specimens were obtained from Japanese female patients at the Department of Surgery, Tohoku University Hospital (Sendai, Japan). Nonpathologic breast tissues (10 specimens) and endometrial tissues (21 specimens) were also available for examination. The ethics committees of Tohoku University School of Medicine approved the research protocols and informed consent was obtained from these patients before surgery in the institution. Total RNA was extracted from these tumors and nonpathologic tissues using an ISOGEN reagent (Nippon Gene, Tokyo, Japan) for quantitative RT-PCR. Evaluation of COX7RP immunohistochemistry was performed on 3-μm sections of the formalin-fixed paraffin-embedded tissue specimens using COX7RP antibody^2,49^. The activity of mitochondrial respiratory chain enzyme complex IV (COX activity) in breast cancer tissues was assessed as follows^50^. Namely, frozen tissue sections were permeabilized with 0.01% saponin and incubated for 15 min in 0.1 m phosphate buffer, pH 7.0 containing 4 nm 3,3’-diaminobenzidine tetra hydrocholoride (DAB) (Sigma-Aldrich), 100 µm reduced cytochrome *c* (Sigma-Aldrich), 2 µg ml^−1^ of catalase (Sigma-Aldrich).

### Quantitative RT-PCR

One microgram of total RNA was reverse-transcribed using poly(dT)20 primer and SuperScript II (Invitrogen). Real-time quantitative RT-PCR (qRT-PCR) for human *COX7RP*, *OGDH*, *DLST*, *DLD*, *MDH1*, *MDH2*, *GCLM*, *GSS*, *GAPDH*, and *36B4* mRNA was performed using a StepOnePlus real-time PCR system (Applied Biosystems, Foster City, CA) using SYBR Green as a fluorescent probe. The primer sequences are detailed in Supplementary Table 10. The reaction mixture for qRT-PCR contained 1% of the reverse-transcribed product together with the SYBR Green PCR master mix (3.5 mm MgCl_2_, 300 μm deoxynucleoside-5’-triphosphate, 0.25 IU hot goldStart enzyme, and SYBR Green) (Applied Biosystems). qRT-PCR was performed for 40 cycles for the indicated genes and cDNA amplification was normalized to *GAPDH* or *36B4*. The results were shown as means ± SD from triplicate experiments.

### Tumor growth in athymic mice

All animal experiments were approved by the Animal Care and Use Committee of Saitama Medical University and conducted in accordance with the Guidelines and Regulations for the Care and Use of Experimental Animals by Saitama Medical University. MCF7, Ishikawa, and OHTR cells (1 × 10^7^ cells per 0.15 ml phosphate-buffered saline) suspended in Matrigel (BD Biosciences, San Jose, CA) were injected subcutaneously into female athymic mice (8-week-old BALB/c nu/nu). Particularly, in order to examine estrogen-dependent growth of MCF7 cells, mice were ovariectomized for 2 weeks prior to the injection of MCF7 cells and administered with E_2_ (1 μg/kg) or vehicle twice a week. We calculated tumor volumes twice a week by measuring the tumor radii. When the tumor volume reached 150 mm^3^, mice were treated with 5 μg siCOX7RP or siControl twice a week. Fifty microliters of a solution containing the siRNAs, 4 μl of GeneSilencer Reagent (Gene Therapy Systems, La Jolla, CA), and DMEM was injected into the tumor. At the end of the experiments, a mitochondria-enriched fraction was prepared from the tumors and analyzed by immunoblotting using an anti-COX7RP antibody (1:1000 dilution)^2^. In experiments using the COX7RP-overexpressing MCF7 and Ishikawa cells, each cell suspension was injected into female athymic mice.

### Cell proliferation

For estrogen-dependent growth, MCF7 and Ishikawa cells were plated at 4 × 10^4^ cells per well in 96-well plates in phenol red-free DMEM containing 1% dextran charcoal-stripped FCS and transfected with 50 nm or 5 nm siRNAs or a negative control (siControl) (RNAi, Tokyo, Japan) for 12 h. Subsequently, 10 nm 17β-estradiol (E_2_) or vehicle was added to the culture medium and cellular growth was assessed after 24, 48, and 72 h. For cell growth under hypoxic conditions, cells were plated at 4 × 10^4^ cells per well in 96-well plates in DMEM. Hypoxic stimulation was produced with ambient oxygen concentrations of 1% (using a controlled incubator with CO_2_/O_2_ monitoring and CO_2_/N_2_ gas sources). For cell growth under pyruvate (10 mm) or cell-permeable diethylsuccinate (2.5 mm) supplementation, cells were also plated at 4 × 10^4^ cells per well in 96-well plates in DMEM. Cell growth was evaluated by measuring cellular DNA content using bisbenzimidazole (Hoechst 33258, Invitrogen) in 96-well plates^51^.

### Cell cycle analysis

Cells were incubated with DMEM under normoxic or hypoxic (1% O_2_) conditions for 24 h before analysis. Trypsinized cells were resuspended in hypotonic propidium iodide solution (50 μg ml^−1^) containing 0.1% sodium citrate and 0.1% Triton X-100, and analyzed on a FACScan flow cytometer (Becton Dickinson, Mountain View, CA).

### COX activity and mitochondrial DNA quantification

For the cytochemical analysis of COX activity, cells were grown on coverslips, fixed in 4% glutaraldehyde, and stained for COX activity with an incubating solution (0.1 m phosphate buffer, pH 7.2, 2 μg ml^−1^ of catalase, 1 mg ml^−1^ of cytochrome *c*, 0.5 mg ml^−1^ of DAB) for 2 h at room temperature. The resulting signal densities were quantitated by the NIH image software package. Relative quantification of mitochondrial DNA (mtDNA) levels was shown as the ratio of the mitochondrial *MTF3212*/*R3319* gene to the nuclear-encoded *B2M* (*β2-microglobulin*). The measurement was performed on the StepOnePlus real-time PCR system by using the primer sets (Supplementary Table 10).

### Measurement of ROS production

Cells seeded in 24-well plates were exposed to hypoxia (1% O_2_) in the presence or absence of 1 mm H_2_O_2_ for 8 h. The mitochondrial ROS probe, MitoSOX (2.5 μm, Molecular Probes, Carlsbad, CA), were then added to the cultures and they further incubated at 37 °C for 20 min. Fluorescence intensity was measured by a fluorometry assay (ARVO X, PerkinElmer, Waltham, MA).

### Metabolite measurements

MCF7 and Ishikawa cells stably transfected with COX7RP or empty vector were cultured in normoxic or hypoxic conditions, washed twice with 5% mannitol solution, and the extracts were isolated with methanol containing Internal Standard Solution (Human Metabolome Technologies, Yamagata, Japan). For tracer experiments, cells were cultured in [U-^13^C]-labeled glutamine for 24 h and the extracts were also isolated. The samples were then passed through a 5-kDa-cutoff filter. The extracted metabolites were concentrated and subjected to CE-TOFMS and triple quadrupole mass spectrometer (QqQ-MS)^52^. Cellular contents of 2-oxoglutaric acid and succinic acid were also determined using the enzymatic kits for α-ketoglutarate (Sigma-Aldrich) and succinate (Roche, Basel, Switzerland), respectively. NAD(H) levels in mitochondria were estimated using a kit for NAD/NADH (Dojindo, Kumamoto, Japan).

### ATP synthesis

Cells were incubated in 150 mm KCl, 25 mm Tris-HCl, pH 7.4, 2 mm EDTA, 10 mm potassium phosphate, 0.1 mm MgCl_2_, and 0.1% bovine serum albumin, with 50 μg ml^−1^ digitonin. Mitochondria were energized using 1 mm malate and 1 mm pyruvate as substrates in the presence of 1 mm ADP and 0.15 mm of an adenylate kinase inhibitor. P1,P5-di(adenosine)pentaphosphate, and incubated for 10 min at 37 °C. Aliquots (50 μl) were resuspended in 25 mm Tris-HCl, pH 7.4, and boiled for 2 min. Parallel incubations were also carried out in the presence of 2 μg ml^−1^ oligomycin to measure mitochondrial-specific ATP synthesis. ATP measurement was performed using a kit (Cell ATP Assay reagent, FUJIFILM, Osaka, Japan)^53^.

### BN-PAGE

Mitochondria were isolated from cells by differential centrifugation and then resuspended in 10 μl of a buffer containing 50 mm Bis-Tris and 1 m 6-aminocaproic acid^2,54^. Digitonin (digitonin/protein ratio of 4 g g^−1^) was added to solubilize the mitochondria. After a 30 min incubation at 4 °C, the samples were centrifuged at 22,000 × *g* and the solubilized proteins were obtained from the supernatant. The solubilized proteins were then supplemented with 1 μl of sample buffer (5% Coomassie Brilliant Blue G-250 in 0.5 m 6-aminocaproic acid). BN-PAGE was performed as described previously^2^ and subsequent immunoblotting was performed according to standard protocols. The blots were probed with anti-NDUFA9 (1:5000 dilution, 459100, Invitrogen), anti-RISP (1:5000 dilution, ab14746, Abcam), anti-COX1 (1:5,000 dilution, ab14705, Abcam), Fp70 (1:5000 dilution, 459200, Invitrogen), and anti-COX7RP antibodies (1:3000 dilution)^2^. Signal intensities for mitochondrial respiratory complexes and supercomplexes were quantified by normalization with their corresponding Fp70 using triplicated western blot analysis.

### Measurements of oxygen consumption

Cells were seeded (5 × 10^3^ cells/well) in 96-well plates (Seahorse Biosciences, Billerica, MA) and cultured in normoxia (20% O_2_) or hypoxia (1%, 5%, or 10% O_2_) overnight before measuring their OCR and ECAR. For knockdown experiments, cells were also transfected with 10 nm siRNAs for 48 h. 1 h before the assay, culture medium was replaced with XF base medium containing the substrates (1 mm sodium pyruvate, 2 mm glutamate, and 25 mm glucose (Seahorse Biosciences). The rate of oxygen consumption (OCR) was measured at 37 °C on an XF Extracellular Flux Analyzer (Seahorse Bioscience) using the Cell Mito Stress Test Kit (Seahorse Bioscience). The baseline (basal) OCR was measured three times before and three times after each sequential injection of oligomycin (2 μm), carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (0.25 μm), and rotenone and antimycin A (both 0.5 μm). ECAR was analyzed before the addition of oligomycin. The complex II-meditated respiratory activity was measured as follows. Cells were incubated in MAS-bovine serum albumin (BSA) solution (70 mm sucrose, 220 mm mannitol, 10 mm KH_2_PO_4_, 5 mm MgCl_2_, 2 mm HEPES, 1 mm EGTA, and 4 mg ml^−1^ BSA) and co-injected with 0.01% saponin, 1 mm ADP, 1 μm rotenone, and 10 mm succinate^55^. The OCR levels were monitored after the injection.

### Microarray analysis

Gene expression in the COX7RP-MCF7 and vector-MCF7 cells was measured with the Affymetrix GeneChip (HuGene-1_0-st-v1) according to the manufacturer’s protocol. The microarray data have been deposited in Gene Expression Omnibus under accession number GSE124524. 

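Outside metabolism, genes of mitosis and DNA replication were higher in hypoxia on the array labelled COX7RP-MCF7, on which COX7A2L was not higher, than on that labelled vector-MCF7. On the latter, small nucleolar and spliceosomal RNAs, a class chosen after the data had been seen, lay above normoxia by a median of 0.70, against 0.11 in COX7RP-MCF7. How far this bears on the differences is not known. Of 33 genes of G2 and mitosis, 28 were at least 1.5-fold higher and none was lower (median 1.00, percentile 100.0), and of 43 genes of DNA replication and S phase 22 were higher and none was lower (median 0.62). MKI67, a marker of proliferating cells, was 5.43-fold higher, BUB1, a spindle checkpoint kinase, 3.43-fold, and POLE, the catalytic subunit of DNA polymerase epsilon, 2.92-fold. Histone genes, many of which are expressed in S phase, went the other way, with 3 of 59 higher and 12 lower (median -0.21, percentile 0.0), in a class chosen after the data had been seen. In normoxia 8 of the mitotic genes were higher and none was lower (median 0.36), with FOXM1, a transcription factor of mitotic genes, at 2.12-fold. In the limma fit 20 of the 33 fell in hypoxia, none rose and 13 did not pass (25 fell when adjusted over the list alone), and 5 were higher in COX7RP-MCF7 (20 when adjusted over the list alone).

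Targets of the hypoxia-inducible factor HIF were lower in COX7RP-MCF7 in normoxia, 26 of 37 by at least 1.5-fold and none higher (median -0.95, percentile 0.0). In hypoxia 2 were higher and 5 lower (median -0.12, percentile 0.3). NDRG1 had log2 values of 11.55 in vector-MCF7 and 9.33 in COX7RP-MCF7 in normoxia, and of 12.81 and 12.45 in hypoxia. The limma fit called 31 of the 37 as raised in hypoxia, none fell and 6 did not pass (32 rose when adjusted over the list alone), among them ADM, which encodes adrenomedullin, by 3.28 (standard error 0.32, adjusted p = 1.3e-10). Genes of the estrogen response were also lower in COX7RP-MCF7 in normoxia, 13 of 30 with none higher (median -0.56, percentile 0.0), with AGR2, a disulfide isomerase, 7.52-fold lower. In hypoxia 2 were higher and 9 lower (median -0.07, percentile 6.5), and AGR2 had a difference of -0.26. Of these 30 genes, 7 were lower in COX7RP-MCF7 in the limma fit, none was higher and 23 did not pass (9 lower when adjusted over the list alone).

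Some genes differed between the lines at both oxygen levels. FXYD5, a regulator of the sodium pump, was higher in COX7RP-MCF7 by 2.64 on the log2 scale in the limma fit (standard error 0.31, adjusted p = 5.6e-08), and CLIC3, a chloride channel family member, by 2.28 (standard error 0.31, adjusted p = 2.4e-06). BRINP3 was lower, with a log2 difference of -3.36 (standard error 0.27, adjusted p = 9.2e-13), although its value of 3.28 on the array labelled COX7RP-MCF7 in hypoxia is not shown to be above background and leaves the size uncertain. Also lower was LGALS1, which encodes galectin 1, at -2.74 (standard error 0.31, adjusted p = 1.9e-08). SERPINA5, a serine protease inhibitor, was 5.88-fold lower in normoxia and 4.23-fold lower in hypoxia. All 4 measured small nucleolar RNAs of the SNORD116 cluster were lower at both levels, with medians of -2.62 in normoxia and -4.01 in hypoxia, and SNORD116-24 had a value of 3.93 in COX7RP-MCF7 in normoxia, under the expression limit. On the vector-MCF7 arrays these RNAs had a median 1.17 higher in hypoxia than in normoxia, as small nucleolar and spliceosomal RNAs together had one of 0.70, so the hypoxia value includes that shift.

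Over all genes, 725 were higher and 754 lower in COX7RP-MCF7 in normoxia, and 2051 were higher and 675 lower in hypoxia. The share higher in hypoxia was 75.2%, and 63.9% (1661 higher and 937 lower) with the intensity trend between the arrays removed. The genes compared had a median of 6.33 on the array labelled vector-MCF7 hypoxia and 6.48 on that labelled COX7RP-MCF7 hypoxia. Removal of the trend also removes this offset. Of the genes higher in normoxia, 241 were also higher in hypoxia, against 114.8 for independent lists, and 148 of the genes lower in normoxia were also lower in hypoxia, against 39.3. Hypoxia against normoxia gave 1663 higher and 3264 lower genes in vector-MCF7 and 894 and 1585 in COX7RP-MCF7, with 445 higher in both (114.8 for independent lists) and 1171 lower in both (399.5 for independent lists). In the limma fit 514 genes rose and 1539 fell in hypoxia, and 126 were higher and 116 lower in COX7RP-MCF7. The last counts were 45 and 63 with no expression filter.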

The DAVID Functional Annotation Clustering Tool (http://david.abcc.ncifcrf.gov/summary.jsp) was used to perform a global analysis of gene expression and to sort differentially expressed genes into pathways and clusters of functionally related genes.

### Statistics

We determined significant differences between two groups by unpaired two-sided Student’s *t* test and by Mann–Whitney *U* test for nonparametric samples. For comparisons among stable cell lines, we performed a two-way analysis of variance. Survival analyses were carried out using the Kaplan–Meier method and log-rank test. We considered a value of *P* < 0.05 to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Source Data

## Data Availability

The accession number for microarray data presented in Supplementary Table 8 is GSE124524. Data of metabolomic analysis and tracer experiment performed in this study are provided by Supplementary Data 1 and 2, respectively. The source data underlying Figs. 2–8, Supplementary Tables 3–7, and Supplementary Figs. 2–14 and 16–21 are provided as a Source Data file. All the other data supporting the findings of this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Mitochondrial supercomplex assembly promotes breast and endometrial tumorigenesis by metabolic alterations and enhanced hypoxia tolerance
**Source:** Nat Commun. 2019 Sep 11;10:4108. doi: 10.1038/s41467-019-12124-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**
**Description:** Metabolomic profiles of COX7RP transformants of MCF7 and Ishikawa cells in normoxia or hypoxia. Steady-state levels of 116 metabolites were analyzed in COX7RPMCF7 #22, vector-MCF7 #1, COX7RP-Ishikawa #28, and vector-Ishikawa #9 cells by capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS).

**Title: Supplementary Data 2.**
**Description:** Tracer experiment with [U13C]-labeled glutamine in COX7RP-MCF7 #22 and vector-MCF7 #1 cells in normoxia or hypoxia. Cells were cultured in [U13C]-labeled glutamine for 24 h and the extracts were analyzed by CE-TOFMS.

How the deposited data were processed for this re-analysis (not part of the article)

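Gene expression was measured on 4 Affymetrix whole-transcript arrays, 1 each for vector-MCF7 and COX7RP-MCF7 cells in normoxia (20% oxygen) and in hypoxia (1% oxygen). The conditions were taken from the sample labels and the oxygen levels of the methods. The authors made the deposited log2 values by RMA in Affymetrix Expression Console, whose version is not given in the sources used here. RMA corrects the background, makes the distributions of probe values alike by quantile normalization, and summarises the probes of each probe set by median polish. A change shared by most genes is thus largely removed by construction. The probe sets were still not fully alike, with an upper quartile of 6.74 on the array labelled vector-MCF7 hypoxia, against 6.87 to 6.93 on the others. Over the genes compared that array had a median of 6.33, against 6.48 on the array labelled COX7RP-MCF7 hypoxia and 6.54 on both normoxia arrays. No intensities of single probes were used, and signal over background could not be assessed.

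The platform annotation named 1 gene symbol for 19460 of the 33297 probe sets, several for 1754, and 12083 probe sets were not named. Probe sets with several symbols were not used. Of the probe sets with 1 symbol, 19429 were found by gene number in the RefSeq gene table, which changed 0 symbols. No genome was given, and no coordinates were used. For each of 18417 genes the probe set with the highest mean was taken, and probe sets in the lowest 30% by mean (under a log2 value of 3.98) were left out, which left 12949 genes. The mitochondrially encoded respiratory subunits and some other listed genes, among them SDHB, FH and HMGCR, had no probe set with a single symbol and were not analysed here.

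Differences of log2 values were taken between the lines in each oxygen level, between the oxygen levels in each line, and between the hypoxia responses of the lines. Genes at least 1.5-fold apart were counted without a p-value, since each condition had 1 array. The text of the paper names no threshold for its own list, and Supplementary Table 8 was not used here. Of 40 lists of genes, 24 metabolic and 16 other, 39 had measured members. Each list's median was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. A percentile describes these arrays and is not a test between conditions. Counts of genes were placed in the same way.

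limma (version 3.58.1 in R 4.3.3) was fitted to the log2 values with terms for cell line and oxygen, with a trend of the variance on mean expression and Benjamini-Hochberg adjustment over 12949 genes, at an adjusted p under 0.05. The fit has 1 residual degree of freedom and 46.8 prior degrees of freedom, so the variance of each gene is drawn largely from that of other genes. A gene whose hypoxia response differs between the lines has only a somewhat larger error in it. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

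The steps were tested on simulated data for the 12949 genes. For the oxygen effect, 100% of 200 genes with a log2 change of 2 were called in the right direction, with 7 calls among the unchanged genes, and 0 genes were called for oxygen or for cell line where no gene was changed. Of lists with no shift 4.5% fell outside the percentile limits, and 100% of lists of 20 genes shifted by 1 on the log2 scale lay above the upper limit. The simulated noise was independent between genes with the same spread for every gene, and list members were drawn at random. The simulation thus checks the steps, and does not show the error rates for lists of genes that vary together or for genes of unequal variance.

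Genes named in the text are those the paper names, the 8 highest and 8 lowest differences between the lines in hypoxia among genes at least 1.5-fold apart the same way in normoxia, and the 4 highest and 4 lowest in hypoxia among genes under 1.2-fold apart in normoxia. They also include the 12 highest and 6 lowest metabolism genes in hypoxia, the 8 highest and 8 lowest by the smaller of both lines' responses to oxygen, the 4 highest and 4 lowest differences of these responses, up to 4 members of each list with the largest differences, and the enzymes of 17 metabolites. The enzymes were paired with the metabolites after the paper's metabolite values had been seen, and the array values had not. Some but not all of these genes are printed. The alternatives were a 2-fold threshold, no expression filter, the lowest 50% of probe sets left out (a log2 value under 5.41), the mean of a gene's probe sets, removal of a loess trend of each difference on mean expression (span 0.3), and, for limma, no trend and an added 1.5-fold limit. The vector-MCF7 normoxia array as the comparison for COX7RP-MCF7 in hypoxia, and the metabolism genes without the cholesterol and fatty acid synthesis lists, were added after the data had been seen.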

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

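The tests of label exchange, of endogenous COX7A2L, of an intensity trend in hypoxia, of zinc finger genes, of small RNAs and of cell cycle genes in normoxia were chosen after the results had been seen, and the test of an intensity trend in normoxia before. All of them rest on 1 array per condition.

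COX7A2L was not higher on the array labelled COX7RP-MCF7 in hypoxia than on that labelled vector-MCF7. An exchange of the labels of the hypoxia arrays is argued against by genes that differ between the lines, since of 314 genes at least 2-fold apart in normoxia 248 (79.0%) lay on the same side in hypoxia. Higher COX7A2L from the cells' own gene in hypoxia in vector-MCF7 stays open: it was higher there by 0.70 (1.62-fold), against 0.24 in COX7RP-MCF7, with no test for 1 line alone, and the oxygen effect over both lines did not pass the limma fit (adjusted p = 0.29), which does not show that its level was the same. Whether the probes detect the transfected sequence was not tested. The paper's western blot (Fig. 3a) and BN-PAGE (Fig. 6d) show more COX7RP protein in COX7RP-MCF7 cells, and Fig. 5b, d more growth and S-phase cells in hypoxia. These are other assays of the lines, and do not settle the labels of the arrays.

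In hypoxia far more genes were higher than lower on the array labelled COX7RP-MCF7, and 1606 of the 2051 higher genes were at least 1.5-fold lower in hypoxia than in normoxia in vector-MCF7, an overlap that error in the shared vector-MCF7 hypoxia array could give by itself and for which 1 array per condition gives no value to set it against. With the intensity trend removed the share higher was still 63.9%, which argues against such a trend as the whole cause. Whether fewer dividing cells in vector-MCF7 account for all of it stays open. The 346 zinc finger genes, which are not cell cycle genes, also had a median at percentile 100.0 (0.19). This cannot decide the question, since a culture with fewer dividing cells may also differ in genes outside the cell cycle. Poorer RNA in the vector-MCF7 hypoxia sample may have contributed: small nucleolar and spliceosomal RNAs had a median hypoxia response of 0.70 there (percentile 100.0) and 0.11 in COX7RP-MCF7, but some of these RNAs had been seen among the extreme genes before the test, and no probe values were given to measure RNA quality. This and a stronger response of vector-MCF7 cells to hypoxia, which was not tested, cannot be told apart.

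HIF target genes were lower in COX7RP-MCF7 in normoxia, and 36 of 37 had their lowest value on that array. Their median lay at percentile 0.0 of random lists of similar mean expression, which argues against an intensity trend. The percentile stayed at 0.00 with the trend removed, which adds little, since the lists were already matched on mean expression. A vector-MCF7 normoxia culture short of oxygen may raise these genes, and it would also lower the cell cycle genes, which were lower in hypoxia in both lines. The lower percentile of the 2 cell cycle lists in this comparison was 90.1, inside the limits, while the mitotic list lay above them, so this explanation stays open. A lower HIF activity in COX7RP-MCF7 cells, as a hypothesis, also stays open and was not tested.

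Further groups, for which the paper's text reports no array values, stood apart from matched random lists, although the paper reports S phase, growth and estrogen by other measures. G2 and mitosis had a median of 1.00 in hypoxia and 0.36 in normoxia, and DNA replication and S phase of 0.62 in hypoxia. HIF targets had a median of -0.95 in normoxia and -0.12 in hypoxia. Cell cycle inhibitors and p53 targets had a median of -0.20 in hypoxia (percentile 1.0, and 2.9 with the intensity trend removed). Genes of the estrogen response had a median of -0.56 in normoxia, and in hypoxia of -0.07 (percentile 6.5, and 1.6 with no expression filter). Basal epithelial and mesenchymal markers had a median of -0.26 in normoxia (percentile 0.8, and 3.6 with no expression filter). NF-kB and inflammatory genes had a median of -0.25 in hypoxia, with TNF at -1.41 and ICAM1 at -1.05. Cytosolic ribosomal proteins had a median of -0.17 in hypoxia and -0.11 in normoxia, the latter at percentile 1.5 and at 2.8 with the mean of the probe sets. Apoptosis regulators had a median of -0.17 in normoxia (percentile 1.6, and 4.0 with no expression filter).

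Some genes moved in opposite directions in the compared groups, and these differences were not tested. In vector-MCF7 9 genes were at least 1.5-fold higher in hypoxia that were at least 1.5-fold lower in COX7RP-MCF7, and 30 were lower that were higher in COX7RP-MCF7, against 203.6 and 225.3 for independent lists. Between the lines, 77 genes were lower in COX7RP-MCF7 in normoxia and higher in hypoxia, and 18 were higher in normoxia and lower in hypoxia, against 119.4 and 37.8 for independent lists. All 4 counts lie below those for independent lists.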

How the results depend on the processing

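Settings chosen after the data had been seen are named as such. Counts over all genes at least 1.5-fold apart, and of metabolism genes higher in hypoxia, stayed within 1.5 times their value under the other expression filters, the mean of the probe sets and removal of the intensity trend, but metabolism genes lower in hypoxia went from 7 to 11 with the trend removed. The oxygen effect in limma stayed within 1.5 times under its alternatives. At 2-fold, COX7RP-MCF7 against vector-MCF7 gave 693 higher and 137 lower genes in hypoxia and 117 and 197 in normoxia. Hypoxia against normoxia gave 402 and 1726 in vector-MCF7 and 318 and 442 in COX7RP-MCF7, and the difference of these responses gave 959 and 155. Metabolism genes higher in hypoxia numbered 33 at 2-fold, and fewer genes pass a higher threshold by construction. Set against the vector-MCF7 normoxia array, chosen after the data had been seen, the array labelled COX7RP-MCF7 in hypoxia had 989 genes higher and 1706 lower. Without the cholesterol and fatty acid synthesis lists, also chosen after the data had been seen, 46 metabolism genes were higher in hypoxia, with fewer genes counted. The effect of cell line in limma depended most on the setting, with 45 genes higher and 63 lower with no expression filter, 79 higher with the mean of the probe sets, and 47 higher and 57 lower without a variance trend. The cause was not tested. Of the medians of gene lists, 738 alternative values moved by less than the standard deviation of random lists, 42 moved further and 0 changed sign for a group that stood apart, but 34 crossed a percentile limit. For the 847 pairs of gene and comparison named by rule, 1674 alternative values stayed within 1.2-fold, 16 moved further and 0 changed sign where 1.5-fold apart. The additive limma fit already compares the lines within each oxygen level and the oxygen levels within each line. Each line or oxygen level alone leaves no residual degree of freedom and gives a value with no test. Signal over background was not given, so the limit it sets on low values is unknown.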

Differences from the paper's values

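The paper's text gives no number for a measure computed here from the arrays, so the comparison is of directions.

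The paper reports from qRT-PCR that the genes of the 2-oxoglutarate dehydrogenase complex and of malate dehydrogenase were upregulated in COX7RP-MCF7 in hypoxia. On the arrays all 5 were higher on the one labelled COX7RP-MCF7. On the log2 scale the differences were 1.96 for DLD, 0.86 for MDH1, 0.17 for OGDH, 0.13 for DLST and 0.09 for MDH2. The sign is thus the same for each, but 3 of the 5 differ by less than 1.5-fold. The median of the 5 lay at percentile 57.6 of matched random lists, whose own median was 0.12. OGDH, DLST and MDH2 are near that shift of genes in general, so their values do not show a direction. With the intensity trend removed OGDH was higher by 0.01 and DLST by 0.02. The paper also reports higher GCLM and GSS mRNA in COX7RP-MCF7, and its text names no oxygen level for them. GCLM was higher by 0.26 in hypoxia and 0.03 in normoxia. GSS was higher by 0.16 in normoxia but had a difference of -0.17 in hypoxia, the opposite direction (-0.17 with the mean of the probe sets and -0.32 with the intensity trend removed). Neither gene differed by 1.5-fold, and the arrays have no replicate.

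The paper's comparison takes COX7RP as overexpressed in COX7RP-MCF7 cells. On the arrays COX7A2L had a difference of -0.04 in hypoxia and was higher by 0.42 in normoxia.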

Other observations

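The pairs of metabolite and enzyme were written after the paper's metabolite values had been seen, and no test was run on them. The response to hypoxia itself was broad in both lines, and across genes the responses of the lines had a Pearson correlation of 0.64 and a Spearman correlation of 0.62 (genes are not independent replicates). In the limma fit 8 of 25 genes of the amino acid and unfolded protein responses rose in hypoxia and 3 fell (10 and 4 when adjusted over the list alone), among them DDIT3, a stress transcription factor, higher by 2.40 in vector-MCF7 and 3.25 in COX7RP-MCF7. ASNS, the asparagine synthetase, was higher by 2.15 and 2.23, and PHGDH, the first enzyme of serine synthesis, by 1.84 and 1.64. TFAM, which maintains mitochondrial DNA, fell in hypoxia with a log2 change of -1.34 (standard error 0.30, adjusted p = 0.00099 in the limma fit), and 4 of 15 genes of mitochondrial biogenesis fell with none rising (5 fell when adjusted over the list alone). ESR1, the estrogen receptor, fell with a change of -1.15 (standard error 0.31, adjusted p = 0.0076 in the limma fit). Of the genes with the largest differences between the responses, PLIN2, a lipid droplet protein, went from a log2 value of 9.89 to 11.55 in vector-MCF7 and from 5.99 to 10.61 in COX7RP-MCF7. CYP1A1, a target of the aryl hydrocarbon receptor, went from 3.76 to 7.28 and from 3.76 to 4.77, where the values of 3.76 are not shown to be above background and leave the sizes uncertain.

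Several metabolites of Supplementary Data 1 can be set beside the transcripts of their enzymes. The paper's glycerol 3-phosphate was 542 ± 49.9 (SD, n = 3) pmol, normalised to cell number, in vector-MCF7 and 6341 ± 738 (SD, n = 3) in COX7RP-MCF7 in hypoxia. On the hypoxia arrays GPD2, which uses it, was 4.21-fold higher on the one labelled COX7RP-MCF7, and GPD1L, which can make it, 2.22-fold, the 2 of 4 measured enzymes that were at least 1.5-fold higher. The paper's putrescine was 5.00 ± 1.23 (SD, n = 3) and 52.1 ± 10.5 (SD, n = 3) in normoxia, and 4.08 ± 0.658 (SD, n = 2 detected) and 5.57 ± 0.380 (SD, n = 3) in hypoxia. ODC1, which makes putrescine, was 2.05-fold higher in COX7RP-MCF7 in normoxia and 5.10-fold in hypoxia, with its lowest value in vector-MCF7 in hypoxia, and was the 1 of 3 measured enzymes of putrescine at least 1.5-fold higher in hypoxia. The paper's N-carbamoylaspartic acid was 3.64 ± 2.17 (SD, n = 3) in vector-MCF7 and 561 ± 182 (SD, n = 3) in COX7RP-MCF7 in hypoxia, where CAD, which makes it, had a log2 difference of -0.01, and the later enzymes DHODH and UMPS were 1.33-fold and 2.31-fold higher. The paper's lactic acid was 110048 ± 11256 (SD, n = 3) and 179109 ± 6187 (SD, n = 3) in hypoxia, where no glycolysis gene differed by 1.5-fold. The metabolites and the arrays are separate measurements, and whether they came from the same cultures is not given in the sources used here.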
